# Time course of the response to ACTH in pig: biological and transcriptomic study

**DOI:** 10.1186/s12864-015-2118-8

**Published:** 2015-11-17

**Authors:** Valérie Sautron, Elena Terenina, Laure Gress, Yannick Lippi, Yvon Billon, Catherine Larzul, Laurence Liaubet, Nathalie Villa-Vialaneix, Pierre Mormède

**Keywords:** Stress, Hypothalamic-pituitary-adrenal (HPA) axis, Cortisol, Time-course, Systems biology, Microarray, Pig

## Abstract

**Background:**

HPA axis plays a major role in physiological homeostasis. It is also involved in stress and adaptive response to the environment. In farm animals in general and specifically in pigs, breeding strategies have highly favored production traits such as lean growth rate, feed efficiency and prolificacy at the cost of robustness. On the hypothesis that the HPA axis could contribute to the trade-off between robustness and production traits, we have designed this experiment to explore individual variation in the biological response to the main stress hormone, cortisol, in pigs. We used ACTH injections to trigger production of cortisol in 120 juvenile Large White (LW) pigs from 28 litters and the kinetics of the response was measured with biological variables and whole blood gene expression at 4 time points. A multilevel statistical analysis was used to take into account the longitudinal aspect of the data.

**Results:**

Cortisol level reached its peak 1 h after ACTH injection. White blood cell composition was modified with a decrease of lymphocytes and monocytes and an increase of granulocytes (*FDR*<0.05). Basal level of cortisol was correlated with birth and weaning weights. Microarray analysis identified 65 unique genes of which expression responded to the injection of ACTH (adjusted *P*<0.05). These genes were classified into 4 clusters with distinctive kinetics in response to ACTH injection. The first cluster identified genes strongly correlated to cortisol and previously reported as being regulated by glucocorticoids. In particular, *DDIT4*, *DUSP1*, *FKBP5*, *IL7R*, *NFKBIA*, *PER1*, *RGS2* and *RHOB* were shown to be connected to each other by the glucocorticoid receptor NR3C1. Most of the differentially expressed genes that encode transcription factors have not been described yet as being important in transcription networks involved in stress response. Their co-expression may mean co-regulation and they could thus provide new patterns of biomarkers of the individual sensitivity to cortisol.

**Conclusions:**

We identified 65 genes as biological markers of HPA axis activation at the gene expression level. These genes might be candidates for a better understanding of the molecular mechanisms of the stress response.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2118-8) contains supplementary material, which is available to authorized users.

## Background

Farm animals have been highly selected for favorable production traits such as lean growth rate, feed efficiency, and prolificacy in pigs. In parallel their robustness has tended to decrease, as shown by the sensitivity to diseases, locomotor weakness or behavioral problems [1]. The hypothalamic-pituitary-adrenocortical (HPA) axis plays a major role in physiological homeostasis including metabolism, brain function and behavior, the immune system and inflammatory processes. Together with the autonomic nervous system, it is also involved in stress and adaptive responses to environmental challenges. On the basis of available literature, we have hypothesized that the HPA axis could contribute to the trade-off between production and robustness traits, and that genetic variation in HPA axis activity could be used to select more robust animals [2, 3]. HPA axis activity shows a large variation among individuals and genetic influences are well documented [4]. For example, in pigs, the sensitivity of the adrenal cortex to adrenocorticotropic hormone (ACTH) and the production of corticosteroid binding globulin (CBG), the carrier of cortisol in blood are the two main mechanisms responsible for genetic differences in circulating cortisol levels [5, 6]. In a previous paper, Hazard et al. [7] have studied at the gene expression level the molecular mechanisms of genetic differences in the adrenal gland response to ACTH. However little is known about the individual variation in the biological activity of cortisol, the main glucocorticoid hormone, and the genetic mechanisms involved.

Corticosteroid hormones exert their biological actions via two intracellular receptors (gluco- and mineralo-receptor) that, upon activation by their ligand, influence the expression of a large number (several hundreds) of genes in a wide range of cell types [8]. In pigs, glucocorticoid receptor polymorphisms have been described with their functional consequences [9–13]. The present experiment was designed to explore in pigs individual variation in the biological response to cortisol in order to identify possible biomarkers of this sensitivity. To that end, juvenile pigs were submitted to an ACTH challenge to release cortisol and the kinetics of the response was measured with biological variables and with gene expression analysis in blood cells. Taken together with biological information, this approach will serve as an important step to understand HPA axis regulation and will identify key genes involved in signaling pathways relevant to stress responses. The final goal of this work is to develop a strategy for further genetic studies in order to overcome the unfavourable consequences of stress in farm animals.

## Animals and methods

### Animals, treatment and blood sampling

All animal use was performed under European Union and French legislation (directive 201063UE, décret 2013-118). The protocol and procedures were approved by the local (Poitou-Charentes) ethics committee (decision CE2013-1, 21012013). Experimental animals were 120 piglets (63 females and 57 males) randomly selected from 28 litters (4–5 animals per litter) of purebred Large White pigs and produced in 3 successive batches raised 3 weeks apart. They were weaned at 4 weeks and animals from 2–3 litters were mixed at weaning in each post-weaning pen. Experimental animals were not isolated from their littermates. At 6 weeks, each animal was injected in the neck muscles with 222 *μ*g of synthetic 1–24 ACTH (Pepscan Presto BV, Lelystad, The Netherlands) diluted in 1 mL of 0.9 % saline. Injections occurred from 10:00–11:00 AM to avoid nycthemeral variations. Blood samples were collected before the injection (*t*=0) and 1 (*t*=+1), 4 (*t*=+4) and 24 (*t*=+24) hours later. At each time, animals were slightly restrained on their back in such a way that the effect on their stress level can be regarded as insignificant. Two blood samples were then taken by puncture of a jugular vein in Vacutainer ^*Ⓡ*^ tubes with 20 G needles. The whole handling procedure lasted less than 30 sec. One 10 mL tube with lithium heparin was used for chemical biology. After centrifugation (2355 g, 10 min), plasma aliquots were frozen at –80 °C until analysis. One 5 mL tube with EDTA (di-potassium salt) was used for blood cell count and an aliquot (400 *μ*L) was mixed with the same volume of DL buffer (Macherey-Nagel), frozen at –20 °C for 4 h and then at –80 °C until analysis for gene expression.

### Biological analyses

Cortisol was measured by direct automated immunoassay (AIA-1800, Tosoh Bioscience, San Francisco, CA). Glucose and free fatty acid (FFA), were measured by colorimetry with an ABX Pentra 400 clinical chemistry analyzer from Horiba Medical (Grabels, FR). Blood cell counts were measured with a MS-9-5 hematology analyzer from Melet Schloesing Laboratories (Osny, FR), calibrated for pig blood by the manufacturer. Blood cell count variables included: white cells count, proportion of lymphocytes, monocytes and granulocytes, red cells count, percentage of hematocrit, concentration of hemoglobin, red cells width and volume, concentration of platelets and platelets width and volume. The biological variables contained thus 15 variables measured on the 120 pigs. In addition, birth and weaning weights were also measured for each pig. Outlying observations were visually identified and treated as missing data. Missing data were imputed using a *k*-nearest neighbour (*k*=5) imputation (R package **DMwR** [14]). To ensure normality, cortisol, platelets and white cells count were log10 transformed and FFA was transformed using the square-root. Batch effects were removed by aligning the within-batch medians for all measurements.

### RNA extraction and whole blood gene expression analysis

A total RNA isolation and purification was done according to the manufacturer’s instructions using the Nucleospin RNA Blood kit (Macherey-Nagel, France) followed by DNase treatment. The quality of each RNA sample was checked through the Bioanalyser Agilent 2100 (Agilent Technologies, Massy, France) and low-quality RNA preparations were discarded (RIN <8).

#### Microarray description

A porcine microarray GPL16524 (Agilent, 8×60 K) was used to hybridize the RNA samples as previously described [15]. This microarray contained 61,625 spots. Among them, 308 were negative controls and 49 were used for aligning. One probe was duplicated twice on each array. Thus the microarray contained 60,305 unique porcine probes. After quality control, quantile normalization and filtering, 35,429 transcripts were found to be expressed in blood in our experimental conditions.

#### Hybridization protocol

Blood samples from 30 female pigs from only 2 batches were used. Each of the 15 arrays used contained 8 microarrays which corresponded to the 4 observations of two individuals, each from one batch. This design secured the kinetics of the response for each individual and prevented confounding effects between batch and array. After quality control and filtering, 35,419 probes were kept and log2 transformed. Technical biases were handled by aligning the within-array medians for all genes and by a quantile normalization within animal (function **normalize.quantiles** in the R package **preprocessCore** [16]). No missing data were reported. Normalized data were submitted to GEO/NCBI with the GSE71207 accession number.

### Statistical analyses

All analyses were performed with the R software, version 3.1.0 [17].

#### Multilevel approach

A multilevel approach was used to investigate the relationships between the repeated measurements while taking advantage of multivariate approaches. The multilevel approach, as described by Liquet et al. [18], uses a split-up variation coming from the mixed-model framework. Let $X=(x_{\textit {it}}^{k})_{i=1,\ldots,n,\,t\in \{0,+1,+4,+24\},\,k=1,\ldots,p}$ be the (*N*×*p*) observation matrix (biological variables or gene expressions) on *n* animals with 4 times of measurements (*N*=*n*×4). *X* can be split up as:

(1) $$ {}X = \underbrace{X_{..}}_{\textrm{offset term}} + \underbrace{X_{b}}_{\textrm{between-animal deviation}} + \underbrace{X_{w}}_{\textrm{within-animal deviation}}  $$

The matrix *X*_.._ represents the offset term defined as $1_{N}\,x_{..}^{T}$ where 1_*N*_ is a vector of length *N* containing only ones and $x_{..}^{T}= (x_{..}^{1}, \ldots, x_{..}^{p})$ (with $x_{..}^{k} = \frac {1}{N}\sum \limits _{t\in \{0,+1,+4,+24\}}\sum \limits _{i=1}^{n}x_{\textit {it}} ^{k}$). *X*_*b*_ is the between-animal matrix of size (*N*×*p*) defined by concatenating $1_{4}\, x_{\textit {bi}}^{T}$ for each animal into *X*_*b*_ with $x_{\textit {bi}}^{T} = \left (x_{i.}^{1} - x_{..}^{1}, \ldots,x_{i.}^{p} - x_{..}^{p}\right)\left (x_{i.}^{k} = \frac {1}{4}\sum \limits _{t\in \{0,+1,+4,+24\}}x_{\textit {it}}^{k}\right)$. *X*_*w*_=*X*−*X*_*i*._ is the within-animal deviation matrix of size (*N*×*p*) with *X*_*i*._ the matrix defined by concatenating the matrices $1_{4}\, x_{i.}^{T}$ for every animal into *X*_*i*._, with $x_{i.}^{T}=\left (x_{i.}^{1}, \ldots, x_{i.}^{p}\right)$.

By splitting the different parts of the variation in the data while taking into account the repeated measurements on the subjects, the multilevel step allows us to study the effect of different conditions within a subject separately from the variation between subjects. This method is especially relevant when a high between-subject variability is observed in repeated data: multivariate approaches (such as principal components analysis, PCA [19] and partial least square regressions, PLS [20]) can then be performed on *X*_*w*_ to highlight the most relevant correlations between variables in the dataset, independently from individual variations.

#### Statistical analysis of plasma metabolites and hormone

First, all variables were subjected to a one-way ANOVA with repeated measures. *P*-values were adjusted using a Benjamini-Hochberg (BH) approach in order to control the false discovery rate (*FDR*) [21]. Variables with an adjusted *P*-value (*FDR* <0.05) were then subjected to 3 paired *t*-tests to assess the difference between *t*=0 and *t*=+1, between *t*=0 and *t*=+4 and between *t*=0 and *t*=+24. The full list of *P*-values was adjusted using a BH approach.

In addition, the influence of sex on the biological variables was tested using a two-way ANOVA with repeated measures including sex as a variable. *P*-values were adjusted using a BH approach.

Then, variability between individuals before the ACTH injection was studied by performing a PCA on the observations at *t*=0 for variables responding to ACTH and birth and weaning weights. The overall effect of ACTH over time was investigated with a multilevel PCA as previously described.

Cortisol levels at *t*=+1 is the most relevant measure to assess the sensitivity of the adrenals to ACTH. Hence, correlations between biological variables at *t*∈{0,+1,+4,+24} and the level of cortisol at *t*=+1 were investigated using paired *t*-tests. *P*-values were adjusted using a BH approach.

#### Statistical analysis of the transcriptome

All transcripts were subjected to 3 paired *t*-tests to assess the difference in expression between *t*=0 and *t*=+1, between *t*=0 and *t*=+4 and between *t*=0 and *t*=+24. The full list of *P*-values was adjusted using a Bonferroni approach. As the Bonferroni approach exerts a more stringent control than the BH approach, it was used to obtain a narrowed list of the most significantly differentially expressed (DE) transcripts. Transcripts with at least one adjusted *P*-value <0.05 among the three tests were kept. Correlations between the expression levels of different transcripts of the same gene were investigated to highlight genes for which at least 3/4 of the duplicates were significantly DE and had a correlation of at least 0.65 between them. The most significant transcripts per annotated gene were kept and the multilevel approach was used to extract the within-subject deviation matrix for further analysis.

A hierarchical ascending classification (HAC) was performed using the Ward method with an Euclidean distance matrix based on the correlations between genes. This allowed for the characterization of clusters of genes having the same evolution over time. Significance of the difference between time measurements was assessed using 3 paired *t*-tests at the average gene level between *t*=0 and *t*=+1, between *t*=0 and *t*=+4 and between *t*=0 and *t*=+24. *P*-values were adjusted within the clusters using a BH approach.

#### Integration

Relations between the main stress variable, the cortisol, the biological variables and the gene expressions were studied using different approaches.

As for biological data, correlations between gene expression at *t*∈{0,+1,+4,+24} and the level of cortisol at *t*=+1 were investigated. More precisely, the within-subject components of the transcriptomic data and of the cortisol level was extracted using the method described in [18] and Section “Multilevel approach”. Then, a paired *t*-test was performed between the within-subject expression at *t*∈{0,+1,+4,+24} and the within-subject level of cortisol at *t*=+1. The full list of *P*-values was globally adjusted using a BH approach. In order to assess the significativity of change in expression after removing the contribution of cell population changes, a linear mixed model was fitted for every DEG

$$ x_{it} = \beta_{0} + \beta_{1,t} + \beta_{2} (\text{L/G})_{it} + U_{i} + \epsilon_{it} $$

where *x*_*it*_ is the expression of the DEG for the animal number *i* (*i*=1,…,120) and the time step *t* (*t*∈{0,+1,+4,+24}), (L/G)_*it*_ is the lymphocytes/granulocytes ratio for the same experiment and *U*_*i*_ is the individual random effect. Both time step (as a factor) and (L/G)_*it*_ were supposed to have fixed effects on gene expression. Significance of the time effect in this model was checked by testing *β*_1,*t*_=*β*_1,0_ for *t*∈{+1,+4,+24} and correcting *p*-values by time point for multiple tests with a BH approach (*FDR*<0.05). The effect of changes in white cell populations was also assessed by testing *β*_2_=0 and a correction for multiple tests was applied using a BH approach (*FDR*<0.05).

A multilevel PLS, *i.e.*, a PLS performed on the within-subject components of the biological and transcriptomic data, as described in [18] and Section “Multilevel approach”, was used to investigate the overall relationships between biological and transcriptomic data. A sparse version of the PLS (*L*^1^ penalty) as described in [20] was used to select a small subset of variables to explain every axis.

### Sequence annotation

Each cDNA sequence was compared to Refseq_rna mammalian database using the NCBI blastn program (http://blast.ncbi.nlm.nih.gov/Blast.cgi). Resulting hits were sorted out according to their closeness to the pig genome, their coverage and sequence identity. The selected cDNA sequences were submitted to the HUGO (Human Genome Organization) gene nomenclature committee, using their RefSeq IDs (http://genenames.org). Then, HUGO gene symbols or official gene symbol were used as gene names.

### Functional enrichment and pathway analysis

Functional enrichment was performed on each list of clustered genes identified by HAC and on the list of genes of which expression is significatively explained by cell population changes in blood (according to the mixed model described in Section “Integration”). Functional annotation of genes was provided by the BioMart database [22]. To set the statistical enrichment of a particular biological function, a Fisher’s exact test was performed, using the list of genes expressed on the microarray as the reference list of genes. Resulting *P*-values were adjusted for multiple tests using a BH approach. A minimum of 3 genes per gene ontology and a *FDR*<0.05 were necessary to consider a biological function to be enriched.

A pathway is an interconnected arrangement of processes, representing the functional roles of genes in the genome. Functional integration of gene expression, *i.e.*, identification of gene networks, was performed using the ‘Gene Ontology’ database AmiGO (http://amigo.geneontology.org). The significantly up- or down-regulated genes could be assembled into networks using ‘Ingenuity Pathway Analysis’ (http://www.ingenuity.com) under licence. This application provides computational algorithms to identify the enriched biological pathways, functions and biological mechanisms of selected genes and proposes also enriched regulators as transcription factors.

A regulatory network could be constructed with the information provided by the option ‘Upstream Regulator’. This option proposes a list of regulators known to have a significant effect on some of the targeted genes in the input list. Ingenuity also provides computational algorithms to identify and to dynamically generate significant biological networks. Networks are ranked by a score that takes into account the number of focus genes and the size of the networks. This score (− log10(*P*-value)) indicates the probability for genes to be associated in the same network by chance. A higher score means a smaller probability for genes to be observed in the same network by chance. We chose networks displaying direct relationships between genes. Path Designer (an Ingenuity tool) was used to improve the readability of the networks. Nodes added by Ingenuity were discarded when they were not necessary to connect our genes of interest and the resulting network was merged with the regulatory network.

## Results and discussion

### Plasma cortisol, metabolites and hematology

Table 1 shows baseline values of the biological variables, birth weight and weaning weight. Mean evolution over time of the biological variables is shown in Fig. 1. A global effect of time was observed for 14 out of the 15 biological variables (*FDR*<0.05). However, when considered at each time point individually, only 9 variables presented a level significantly different from their basal level for at least one time point (*t*=+1,+4 or +24).

**Fig. 1:**
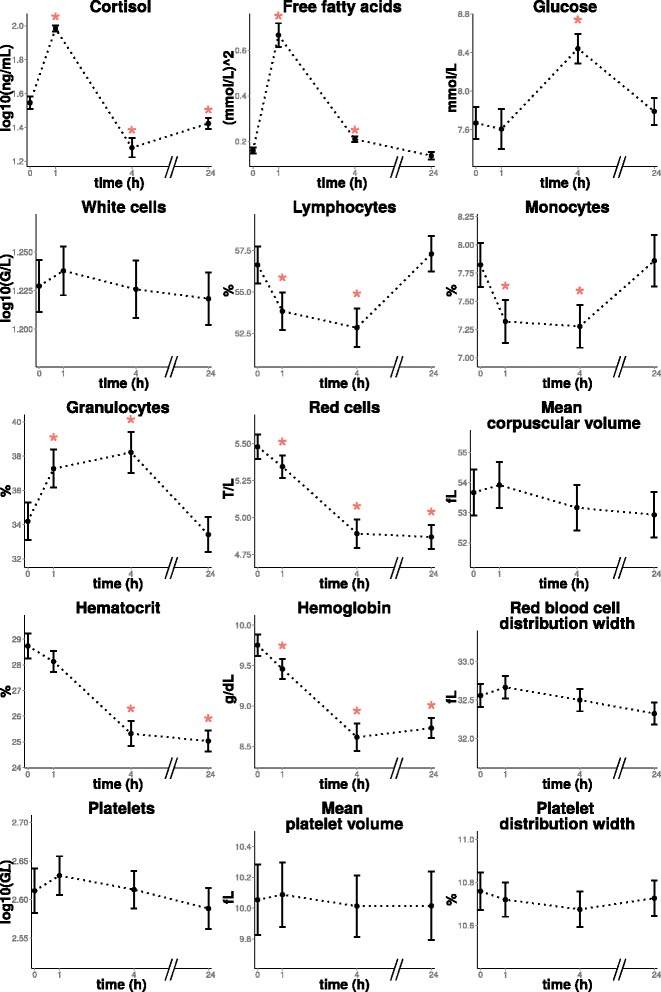
Mean evolution of the biological variables overtime. (*): time measurement at which the expression of the variable is significantly different (*F* *D* *R*<0.05) from the expression at *t*=0. Vertical bars correspond to + and – SEM at each time point

**Table 1:** Reference values (at *t*=0) for the biological variables, birth weight and weaning weight (*n*=120)

	Units	Min	Max	Mean	Sem	*F* value	FDR
Cortisol	log10(ng/mL)	1.04	1.94	1.55	0.04	445.27	<0.01
Free fatty acids	(mmol/L)^2^	0.03	0.39	0.16	0.01	327.69	<0.01
Glucose	mmol/L	5.62	9.84	7.67	0.17	24.36	<0.01
White cells	log10(G/L)	0.96	1.50	1.23	0.02	2.90	0.04
Lymphocytes	%	38.95	69.53	56.63	1.12	50.59	<0.01
Monocytes	%	5.70	11.15	7.82	0.19	15.44	<0.01
Granulocytes	%	18.40	52.70	34.20	1.10	51.96	<0.01
Red cells	T/L	3.88	6.60	5.48	0.08	139.26	<0.01
Mean corpuscular volume	fL	43.10	65.22	53.67	0.77	29.66	<0.01
Hematocrit	%	20.12	36.96	28.74	0.48	165.87	<0.01
Hemoglobin	g/dL	7.70	12.10	9.75	0.14	155.15	<0.01
Red blood cell distribution width	fL	30.25	35.05	32.56	0.15	17.89	<0.01
Platelets	log10(G/L)	1.85	3.13	2.61	0.03	14.07	<0.01
Mean platelet volume	fL	8.00	14.20	10.05	0.23	0.68	0.57
Platelet distribution width	%	9.90	11.90	10.76	0.09	4.08	<0.01
Birth weight	Kg	0.40	2.68	1.50	0.07	NR	NR
Weaning weight	Kg	5.46	16.56	9.4	0.35	NR	NR

*F* value and FDR are for the test of the global time effect on each variable. *NR* non relevant since the measure is the same at all time steps

As expected [23], ACTH induced a strong cortisol response peaking 1 h after injection (*FDR*=1.39*e*^−10^). Plasma cortisol levels at *t*=+1 were 2.7-fold higher than and highly correlated with basal levels (*r*^2^=0.63,*FDR*=1.95*e*^−14^). They were significantly lower than baseline values at *t*=+4 (*FDR*<2.2*e*^−16^) and at *t*=+24 (*FDR*=1.39*e*^−10^), as can be expected from the feedback of cortisol on its own secretion. Plasma glucose levels showed a slight increase at *t*=+4 after ACTH injection, but FFA levels showed a large increase at *t*=+1 (×3.21,*FDR*<2.2*e*^−16^), with a strong variation across animals, and were almost back to basal levels at *t*=+4. The values measured at *t*=+1 were correlated with basal values (*r*^2^=0.42,*FDR*=2.30*e*^−06^). Cortisol induces a weak increase in circulating glucose and also potentiates the effect of other counter-regulatory hormones [24, 25] and increases FFA levels via acute lipolysis [26].

The data obtained here for clinical hematology measures are in the range of published values in pigs. These values show large variations with age and breed among other sources [27–29]. Although the total number of leucocytes was only marginally influenced by ACTH, large changes in leucocyte subpopulations were observed with an increase of the proportion of granulocytes and a decrease of the proportion of lymphocytes and monocytes at *t*=+1 and *t*=+4. These effects are consistent with the literature [30, 31] and result from the redistribution of leucocytes between blood and tissues [32]. Red blood cell related variables (red cells count, hematocrit and hemoglobin levels) were decreased after injection of ACTH and remained low at *t*=+24. Platelets were not influenced by injection of ACTH.

Sex did not influence any of the variables (*FDR*>0.05).

### Between-subject variability at *t*=0

Results of the PCA at *t*=0 on variables responding to ACTH and birth and weaning weights are shown in Fig. 2. As red cells count (RC), hematocrit (Hct) and hemoglobin (Hgb) are redundant variables, decision was made to keep only RC for the PCA. No outliers are identified on the projection of the individuals on the two first dimensions of the PCA. On this PCA, sex was not found to be related to the main variability (*i.e.*, to the first axes of the PCA) in the dataset. The first dimension shows an opposition between the proportion of granulocytes (positively correlated with this axis) and the proportion of lymphocytes (negatively correlated with this axis). The second axis shows an opposition between cortisol (positively correlated with this axis) and birth and (to a lesser extent) weaning weights (negatively correlated with this axis) with a strong opposition between these variables on the whole plan formed by the first and second axis. The other variables were not correlated with either of the first two dimensions of the PCA.

**Fig. 2:**
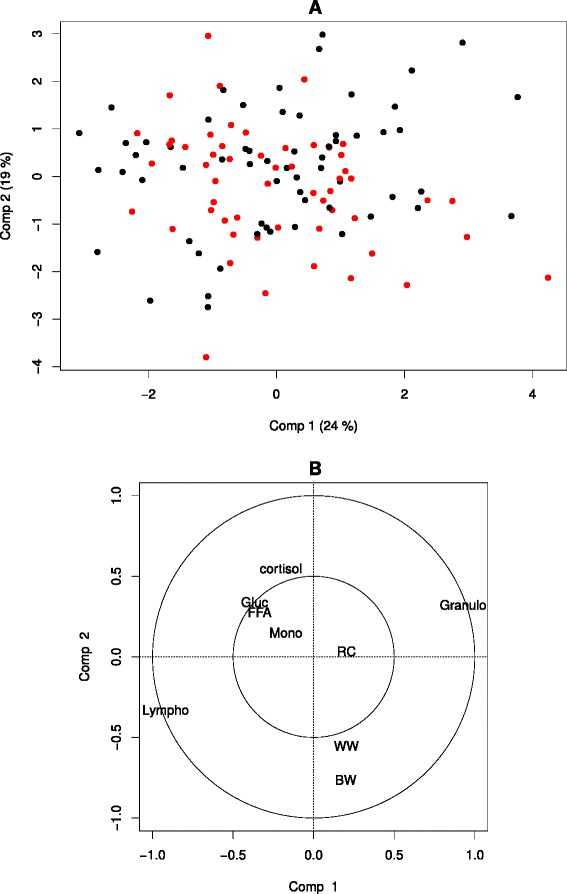
PCA on the biological variables identified as responding to ACTH, the birth and weaning weights at *t*=0. Colors symbolize the sex: Black = Female; Red = Male **a** Projection of the individuals on dimensions 1 and 2; **b** Projection of the variables on dimensions 1 and 2; BW = birth weight; WW = weaning weight; Lympho = lymphocyte ratio; Mono = monocytes ratio; Granulo = granulocyte ratio; RC = red cell count; Gluc = glucose; FFA = free fatty acids

### Overall effect of the injection of exogenous ACTH on clinical biology variables

Extraction of the within-subject data matrix prior to the application of a PCA analysis allows for the separation of the observations according to their time of measurement (see Fig. 3). The first component of the multi-level PCA opposes the observations at *t*=0 and *t*=+24 (positive coordinates on this axis) to the observations at *t*=+1 (negative coordinates on this axis), this time step corresponding to the peak of cortisol. The second component opposes the observations at *t*=+4 (positive coordinates on this axis) to the observations at *t*=+1 (negative coordinates on this axis). The representation of the variables shows that the first axis is mainly driven by an opposition between the proportion of granulocytes, FFA, cortisol and red cell count (high measures at *t*=+1), on one side, and lymphocytes and monocytes (high measures at *t*=0/+24), on the other side. The second axis shows an opposition between glucose (positively correlated with this axis, high measures at *t*=+4) and cortisol, FFA and red count (negatively correlated with this axis, high measures at *t*=+1).

**Fig. 3:**
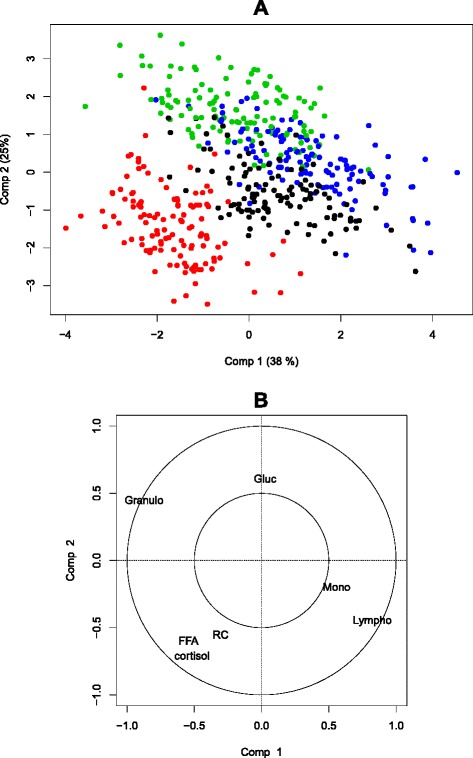
Multilevel PCA on the biological variables responding to ACTH. Colors symbolize the time of measurement; Black: *t*=0; Red: *t*=+1; Green: *t*=+4; Blue: *t*=+24; **a** Projection of the individuals on dimensions 1–2; **b** Projection of the variables on dimensions 1–2; Lympho = lymphocyte ratio; Mono = monocyte ratio; Granulo = granulocyte ratio; RC = red cell counts; Gluc = glucose; FFA = free fatty acids

### Specific links to the level of cortisol at *t*=+1

Correlations between cortisol at *t*=+1 and other variables at *t*=0 allows for the identification of variables which baseline levels may be directly or indirectly linked to the intensity of the cortisol level in response to ACTH, a measure of individual variation in HPA axis activity. Correlations are shown in Table 2. Only glucose and FFA levels at *t*=0 were significantly positively correlated with the level of cortisol at *t*=+1 (*FDR*<0.05). Correlations between cortisol at *t*=+1 and other variables at *t*=+1,*t*=+4 or *t*=+24 allows for the identification of variables which are directly linked to the level of cortisol when it reaches its peak during the stress response. FFA at *t*=+1 were positively correlated with cortisol at *t*=+1 and glucose at *t*=+1,*t*=+4 and *t*=+24 was negatively correlated with cortisol at *t*=+1 (*FDR*<0.05). No other variable was found to be significantly linked to the intensity of the cortisol level in response to ACTH.

**Table 2:** Correlation coefficients between the biological variables at *t*=0,*t*=+1,*t*=+4 and *t*=+24 and cortisol at *t*=+1 (*n* = 120)

Variables	*t*=0 (SE)	*t*=+1 (SE)	*t*=+4 (SE)	*t*=+24 (SE)
Free fatty acids	**0.35 (< 0.07)**	**0.45 (< 0.07)**	–0.13 (0.09)	0.04 (0.09)
Glucose	**0.30 (0.08)**	**–0.25 (0.08)**	**–0.27 (0.08)**	**–0.27 (0.08)**
Lymphocytes	–0.09 (0.09)	–0.10 (0.09)	–0.13 (0.09)	–0.07 (0.09)
Monocytes	–0.05 (0.09)	–0.02 (0.09)	–0.05 (0.09)	–0.04 (0.09)
Granulocytes	0.12 (0.09)	0.14 (0.09)	0.15 (0.09)	0.09 (0.09)
Red cells	0.06 (0.09)	0.07 (0.09)	–0.11 (0.09)	0.06 (0.09)
Hematocrit	0.06 (0.09)	0.13 (0.09)	–0.08 (0.09)	0.12 (0.09)
Hemoglobin	0.13 (0.09)	0.18 (0.08)	–0.15 (0.09)	0.03 (0.09)

*SE*: standard error of the correlation coefficient; **in bold**: significantly ≠0 (*F* *D* *R*<0.05)

### Differentially expressed genes

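Whole blood was taken from 30 female Large White pigs aged 6 weeks at *t*=0 and at 1, 4 and 24 h after an injection of 222 µg ACTH, the pituitary hormone that drives cortisol release by the adrenal cortex. The 120 samples hold all 30 pigs at each time, and no pigs given vehicle are among them. RNA was hybridized to a one-colour Agilent porcine array, on which the brightness of a spot reports the amount of its transcript. The deposited table gives log2 signals of 35419 probes, from 5.16 to 19.42, without missing values. The number of arrays limits the precision of every value. The authors describe an alignment of medians within slides and a quantile normalization within animal. In the deposited values the 4 samples of a pig do not share a distribution, and their medians span 0.26 in the median pig and 0.66 in the widest. All samples of a pig lay on the same slide, beside those of another pig. The change of a gene in a pig is its log2 signal at the later time minus that at *t*=0, and limma tested the mean of the 30 changes against 0. An adjusted p is the Bonferroni value over the 106257 tests of the 3 contrasts. An FDR is the Benjamini-Hochberg value over the same tests, pooled over the 3 times. Most probes with an FDR under 0.05 came from *t*=+24 (11638, against 1328 at *t*=+1 and 1027 at *t*=+4). The rate therefore holds over the 3 times together, and can be higher among the calls at *t*=+1 or *t*=+4 alone. Shifts of gene lists are the exception: their FDR, and the adjusted p given with an estimated correlation, are Benjamini-Hochberg values over all lists and times tested. Errors are standard errors of the mean change over the pigs unless an SD is named. Names were given to 441 probes, 65 of them by Additional file 1 and the others by the RefSeq entry in their identifier, and 34978 probes carry no name. Membership in 25 gene lists was fixed before the data were examined, but with the paper's Table 3 at hand. It was thus not blind to the genes that the study chose. A list member was said to rise or fall at an FDR under 0.05.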

We used a comprehensive gene expression profiling by means of microarray analysis to identify clusters of genes differentially expressed in peripheral blood cells, taking into consideration the kinetics of the response with 4 time points (*t*∈{0,+1,+4,+24}). Differential analysis revealed 158 DE transcripts (adjusted *P*<0.05) matching 65 unique genes (The complete list with features is provided in Additional file 1). Among them, 23 genes were differentially expressed at *t*=+1 (5 down regulated/18 up-regulated), 25 were differentially expressed at *t*=+4 (8 down-regulated/17 up-regulated) and 17 were differentially expressed at *t*=+24 (all down-regulated). 

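*SLCO2B1*, an organic anion transporter that carries steroid sulfates, showed the largest change of the 65 genes of Table 3. Its signal at *t*=+4 was 0.28 of that at *t*=0 (log2 change −1.81, standard error 0.090, adjusted p = 1.53e-15), and it was lower in 30 of 30 pigs. Across the array, 172 probes passed the threshold in at least 1 contrast, and 58 gene names were found among them. With the t-test of the methods 156 probes and 66 names passed. The 58 names included 56 of the 65 genes of Table 3. The other names were *CCR3*, a chemokine receptor, and *PTH1R*, the receptor of parathyroid hormone. All 65 genes moved in the direction given in Table 3, but this is not independent evidence, since the study chose them on these samples. Without the pig as a replicate block 60 probes passed. With quantile normalization within animal, an alternative added after the data were examined, 440 probes did.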

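Of 19 glucocorticoid-induced genes measured by name, 13 rose and none fell at *t*=+1 (14 and 0 adjusted over the list alone). The study picked 14 of these 19 for Table 3 on the same samples, and all 13 that rose are among the 14. The first count is thus not independent evidence. The median change of the list was 0.45, against −0.06 over all probes (camera, FDR = 5.87e-78, adjusted p = 5.23e-05 with an estimated correlation). Once the genes of Table 3 were left out, a choice made after the data were examined, the remaining genes had a median change of 0.05 (FDR = 0.0183). None of these remaining genes rose at an FDR under 0.05 over all probes. Their shift was tested only with a preset correlation of 0.01 between genes, whereas the estimate for the whole list was 0.596. Of 10 genes of leukocyte adhesion and homing, 3 rose at *t*=+1 and none fell (3 and 0 adjusted over the list alone). Among them *CXCR6*, a chemokine receptor of tissue-homing T cells, rose by 0.26 (standard error 0.062, FDR = 0.00769) in 26 of 30 pigs. The shift of this list had an FDR of 8.94e-05, and adjusted p = 0.214 with an estimated correlation. Over the array, 70 probes passed the threshold at *t*=+1 (62 higher, 8 lower) and 63 at *t*=+4 (40 higher, 23 lower). At *t*=+24 the 40 probes that passed were all lower, a count that leaving out any of 12 pigs moved by over 1.5 times. It was 64 without pig 1, 23 without pig 11, 22, 23 or 24, 24 without pig 14, 25 without pig 8, 18 or 30, and 26 without pig 15, 20 or 25. The share of higher probes was 88.6%, 63.5% and 0% at the 3 times. It was 77.7%, 73.5% and 7.69% after quantile normalization within animal, and 66.8%, 67.1% and 33.3% after recentring on the 5000 brightest probes. Taken at the contrast of its smallest p, a gene of Table 3 passed at *t*=+1 in 20 cases (18 higher, 2 lower), at *t*=+4 in 23 (15 higher, 8 lower) and at *t*=+24 in 13, all lower. The count at *t*=+24 was 5 after quantile normalization within animal, 1 after recentring and 2 without the 5 pigs of widest sample medians.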

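The receptor of succinate, *SUCNR1*, fell by 0.65 at *t*=+1 (standard error 0.084, adjusted p = 0.000359) and by 1.34 at *t*=+4 (standard error 0.100, adjusted p = 3.83e-10). It was lower in 28 of 30 pigs at the first time and in 30 of 30 at the second. Its probe was the 1 probe of the array past the threshold at both times, where independent lists of the same sizes would share 0.07 higher and 0.00519 lower probes. The contrasts use the same samples at *t*=0. In 100 simulations without mean changes, the changes of all probes at both times had a mean correlation of 0.54, against 0.60 in the data. These simulations keep anything else that the later samples of a pig share, so 0.54 need not come from *t*=0 alone. Their mean covariance was 0.0023, against 0.00518 in the data. In 20 splits of the pigs into 15 and 15, with no shared sample at *t*=0, the median correlation was 0.29, but each group has fewer pigs. No probe passed in limma both at *t*=+24 and at an earlier time (1 with the t-test of the methods), although 20218 probes had an unadjusted p under 0.05 at *t*=+24. After quantile normalization within animal, 36 probes and 11 genes of Table 3 passed at both *t*=+1 and *t*=+4, among them *CEBPB*, which was higher at the first time and lower at the second.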

The only gene DE at both *t*=+1 and *t*=+4 was *SUCNR1* (Table 3). The adjusted *P*-values were smaller for tests between *t*=0 and *t*=+1 and between *t*=0 and *t*=+4 than between *t*=0 and *t*=+24 (see Additional file 2). This shows that the transcripts were more differentially expressed between *t*=0 and *t*=+1 and between *t*=0 and *t*=+4 than between *t*=0 and *t*=+24. 

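The smallest adjusted p of limma was 3.47e-14 at *t*=+1, for a probe without a name, and belonged to *SLCO2B1* at *t*=+4. At *t*=+24 it was 0.000219, for *S100A1*, a calcium-binding protein, which fell by 0.46 (standard error 0.057) in 29 of 30 pigs. After quantile normalization within animal *S100A1* was lower by 0.33 on the log2 scale and no longer passed (change −0.33, adjusted p = 0.204). The median size of the change among the probes that passed was 0.57 at *t*=+1, 0.50 at *t*=+4 and 0.43 at *t*=+24. The order differed further down the lists. The tenth smallest unadjusted p was 8.31e-14, 2.52e-13 and 5.04e-08 at the 3 times, and the hundredth was 2.66e-06, 3.52e-06 and 1.85e-06. At an unadjusted p under 0.05 there were 5490 probes at *t*=+1 and 4139 at *t*=+4.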

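At *t*=+24 the genes that had responded most differed in how close they were to *t*=0. *FKBP5*, a co-chaperone of the glucocorticoid receptor, was 0.09 lower on the log2 scale (change −0.09, standard error 0.061, FDR = 0.324), and *G36094*, an unannotated transcript, had a change of −0.00 (standard error 0.096, FDR = 0.985). *RGS2*, a regulator of G-protein signaling, fell by 0.33 (standard error 0.075, FDR = 0.00562), and *MEGF9*, a membrane protein, fell by 0.40 (standard error 0.124, FDR = 0.0273). These values include a shift of all probes, whose median change was −0.13 at *t*=+24, −0.05 after quantile normalization within animal and 0.03 after recentring. After recentring *RGS2* was at −0.18 and *MEGF9* at −0.25. Of the 19 glucocorticoid-induced genes 13 fell at *t*=+24 (14 adjusted over the list alone), and 6 did after quantile normalization within animal. Among the probes past the threshold at *t*=+1 or *t*=+4, none passed in limma at *t*=+24, and 1 did with the t-test of the methods. Their changes at *t*=+24 were −0.19 of those at the earlier time (SD 0.23 over 30 pigs). At an FDR under 0.05, 11638 probes differed from *t*=0 at *t*=+24, 464 higher and 11174 lower. The share of higher probes was 3.99%, but 32.0% of 8485 after quantile normalization within animal and 63.4% of 6124 after recentring.

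**Figure D1:**
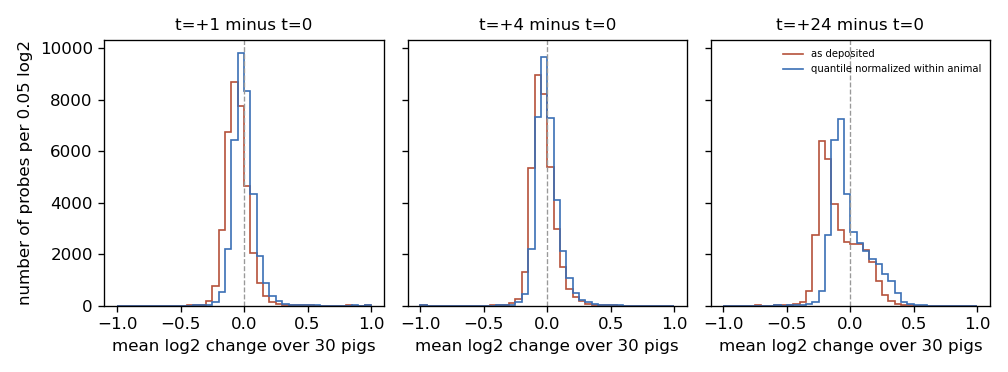
Number of probes (vertical axis, per 0.05 log2) by mean log2 change over 30 pigs (horizontal axis) at *t*=+1, *t*=+4 and *t*=+24 against *t*=0, as deposited (red) and after quantile normalization within animal (blue). At *t*=+24 the deposited distribution has its peak below 0 and a shoulder above it, and the normalized one lies to its right.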

Main effects of cortisol released by ACTH injection on gene expressions are thus observed at *t*=+1 and *t*=+4 with a return to baseline levels at *t*=+24.

**Table 3:** List of 65 unique genes differentially expressed in response to ACTH in pigs (*n*=30)

	Gene name	Adjusted P	Time point	Expression	Cluster
1	ADCY2	1.87E-03	1	UP-regulated	1
2	CEBPB	3.72E-09	1	UP-regulated	1
3	CEBPD	6.65E-07	1	UP-regulated	1
4	CPT1A	2.28E-06	1	UP-regulated	1
5	CXCR4	9.47E-06	1	UP-regulated	1
6	DDIT4	3.96E-07	1	UP-regulated	1
7	DUSP1	7.53E-03	1	UP-regulated	1
8	FKBP5	4.39E-06	1	UP-regulated	1
9	G30866	8.88E-05	1	UP-regulated	1
10	G39878	9.56E-04	1	UP-regulated	1
11	IL7R	6.63E-05	1	UP-regulated	1
12	MXD1	1.71E-03	1	UP-regulated	1
13	NFKBIA	2.72E-03	1	UP-regulated	1
14	PER1	9.37E-05	1	UP-regulated	1
15	PIK3IP1	2.89E-04	1	UP-regulated	1
16	RGS2	8.52E-08	1	UP-regulated	1
17	RHOB	4.08E-02	1	UP-regulated	1
18	TXNIP	1.78E-03	1	UP-regulated	1
19	ALOX5AP	1.20E-03	4	UP-regulated	2
20	ANG1	1.92E-02	4	UP-regulated	2
21	BASP1	4.11E-02	4	UP-regulated	2
22	C2H19orf59	1.06E-02	4	UP-regulated	2
23	CD14	3.99E-04	4	UP-regulated	2
24	CD24	1.82E-04	4	UP-regulated	2
25	CHI3L1	1.73E-02	4	UP-regulated	2
26	CHIT1	2.16E-02	4	UP-regulated	2
27	CLC4D	2.00E-03	4	UP-regulated	2
28	CRLD2	4.40E-02	4	UP-regulated	2
29	G42218	6.47E-03	4	UP-regulated	2
30	MEGF9	1.92E-04	4	UP-regulated	2
31	PDPN	2.08E-02	4	UP-regulated	2
32	RAB31	2.74E-02	4	UP-regulated	2
33	S100A12	5.47E-03	4	UP-regulated	2
34	S100A8	5.26E-03	4	UP-regulated	2
35	S100A9	2.92E-03	4	UP-regulated	2
36	CCL8	1.36E-04	1	DOWN-regulated	3
37	ALOX15	2.03E-07	4	DOWN-regulated	3
38	CAMK1	2.84E-09	4	DOWN-regulated	3
39	CSTA	9.20E-09	4	DOWN-regulated	3
40	FBP1	1.03E-04	4	DOWN-regulated	3
41	G36094	6.98E-10	4	DOWN-regulated	3
42	SLCO2B1	5.40E-13	4	DOWN-regulated	3
43	SUCNR1	2.58E-08	1 & 4	DOWN-regulated	3
44	CD79B	7.92E-04	1	DOWN-regulated	4
45	HHEX	3.32E-02	1	DOWN-regulated	4
46	MZB1	5.04E-03	1	DOWN-regulated	4
47	ST14	2.51E-02	1	DOWN-regulated	4
48	LOC396700	3.78E-06	4	DOWN-regulated	4
49	AKAP13	1.89E-02	24	DOWN-regulated	4
50	ARHGAP31	2.37E-03	24	DOWN-regulated	4
51	CLK1	2.52E-02	24	DOWN-regulated	4
52	DCAF15	1.56E-02	24	DOWN-regulated	4
53	FGR	6.95E-03	24	DOWN-regulated	4
54	G48605	8.08E-04	24	DOWN-regulated	4
55	HOPX	1.54E-02	24	DOWN-regulated	4
56	IGLV_7	3.07E-02	24	DOWN-regulated	4
57	LAS1L	4.12E-02	24	DOWN-regulated	4
58	LOC100626276	1.25E-03	24	DOWN-regulated	4
59	LOC396781	3.36E-02	24	DOWN-regulated	4
60	MAPK6	1.49E-03	24	DOWN-regulated	4
61	ORAI1	1.83E-03	24	DOWN-regulated	4
62	S100A1	5.43E-04	24	DOWN-regulated	4
63	TPST2	9.40E-04	24	DOWN-regulated	4
64	TRMT2A	3.61E-02	24	DOWN-regulated	4
65	XCL1	3.01E-02	24	DOWN-regulated	4

Genes are divided into clusters corresponding to the kinetics of the response to ACTH. Full description of the genes including their probe name and localisation is displayed in Additional file 1

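The 18 genes of cluster 1 formed a group of their own when the 65 genes were classified again by Ward's method on the deposited values. A group of 23 genes held the 17 genes of cluster 2 and 6 of cluster 4, and a group of 9 held the 8 genes of cluster 3 and 1 of cluster 4. The last group held the other 15 genes of cluster 4. In all, 58 of 65 genes lay in the group led by their cluster of Table 3 (adjusted Rand index 0.73, where 1 is identity). The clusters were built on these samples, so this is not independent evidence. With average linkage the index was 0.58, and without centring on the pig it was 0.40.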

HAC performed on the within-subject deviation matrix with the list of DE genes identified 4 groups of genes. 

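The 65 genes, *CEBPB* and *SLCO2B1* among them, placed 30 of 30 samples at *t*=+1 in a group of their own, and likewise 30 of 30 samples at *t*=+4. The samples at *t*=0 and *t*=+24 mixed: 27 of the first lay with 6 of the second, and 24 of the second with 3 of the first. In all, 111 of 120 samples lay in the group led by their own time (adjusted Rand index 0.83). The highest index in 1000 permutations of the times within pigs was 0.07. Lists of 65 random probes, drawn 100 times, had a median index of 0.06 and a highest of 0.22. Both comparisons favour the 65 genes, which were chosen for their change over these samples. Without centring on the pig the index was 0.19.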

Figure 4 shows that the 65 unique DE genes allow for an almost perfect classification of the observations with respect to their time of measurement. For every cluster, Fig. 5 shows the average evolution of each gene (gray) and the average evolution over the genes in the cluster (red).

**Fig. 4:**
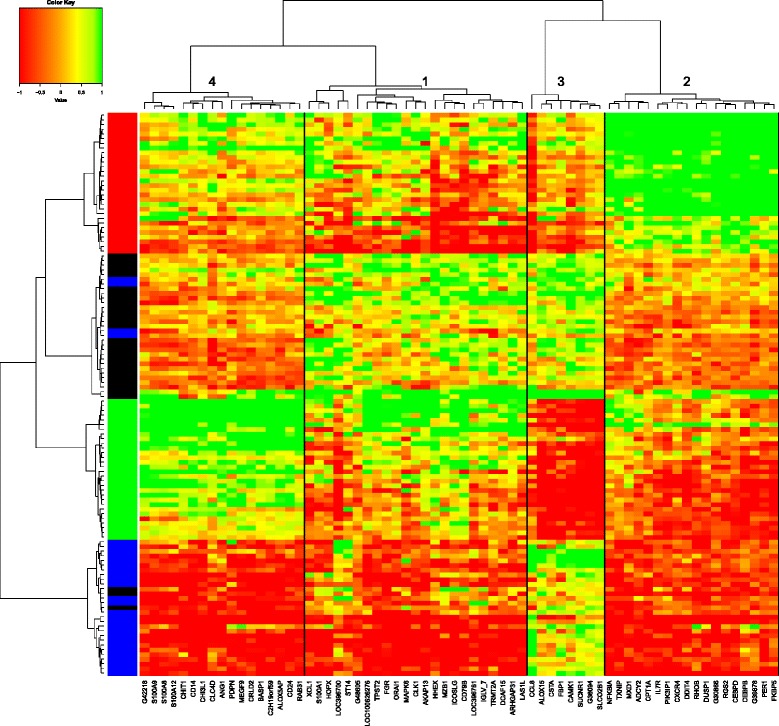
Hierarchical ascending classification of the 65 unique DE genes. A Ward method was used with an Euclidean distance matrix based on the correlations between genes. Genes are shown in column. Observations are shown in line with one line being a combination pig × time. Colors on the row dendrogram identify the time of measurement. Black: *t*=0; Red: *t*=+1; Green: *t*=+4; Blue: *t*=+24. Numbers on the column dendrogram identify each cluster

**Fig. 5:**
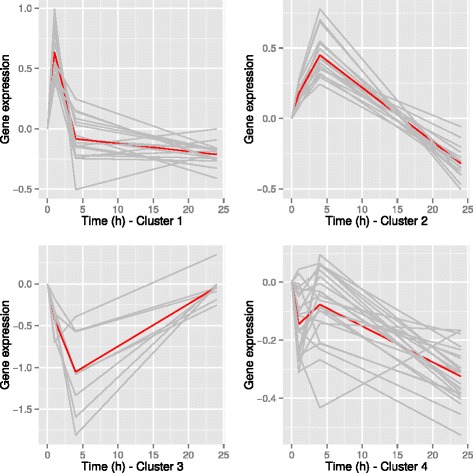
Average evolution of the genes in each of the cluster identified by the HAC on the 65 unique DE genes. Evolution of each gene is translated so that it is equal to 0 at *t*=0; Gray: Average evolution of each of the genes in the cluster. Red: Average evolution over all genes in the cluster (cluster 1: 18; cluster 2: 17; cluster 3: 8; cluster 4: 22)

Each cluster was then subjected to a functional analysis (results shown in Additional file 3). 

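Each pig's mean over the genes of a cluster was compared with its mean at *t*=0 by a two-sided sign-flip permutation test (100000 resamples, smallest possible p 1e-05), with Benjamini-Hochberg adjustment within a cluster. Cluster 1, led by *CEBPB* and other glucocorticoid-induced genes, was lower by 0.08 at *t*=+4 without passing (change −0.08, SD 0.28, n=30, FDR = 0.11). Cluster 2, with the S100 genes of granulocytes and monocytes, rose by 0.18 at *t*=+1 (SD 0.29, FDR = 0.00246). Cluster 3, with *ALOX15* and *SUCNR1*, had a change of −0.04 at *t*=+24 (SD 0.43, FDR = 0.647). After recentring on the brightest probes that change was 0.11 (FDR = 0.00557), so its sign depends on the scaling. Cluster 4, with kinase and lymphocyte genes, fell by 0.08 at *t*=+4 (SD 0.15, FDR = 0.00541), but had a change of −0.05 (FDR = 0.0568) after quantile normalization within animal. The other tests of a cluster against *t*=0 passed. The genes of each cluster were selected on these samples, so the tests describe the clusters and are not independent evidence for them.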

In each cluster, genes were DE (*FDR*<0.01) at each time point except for *t*=+24 in cluster 3 (*FDR*=0.57).

The first cluster (17 genes) was characterized by genes increasing with a peak of expression at *t*=1 and stable between *t*=+4 and *t*=+24. 

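The mean of the 18 genes that Table 3 lists in cluster 1 rose by 0.63 at *t*=+1 (SD 0.30, n=30 pigs, FDR = 3e-05) in 29 of 30 pigs. All 18 genes rose at *t*=+1, by 0.36 to 0.99 (18 adjusted over the list alone). *CPT1A*, which brings fatty acids into mitochondria, rose by 0.64 (standard error 0.062, adjusted p = 2.92e-07) in 30 of 30 pigs. *MXD1*, a partner of MAX that opposes *MYC*, rose by 0.55 (standard error 0.070, adjusted p = 0.000294). *PIK3IP1*, an inhibitor of PI3-kinase, rose by 0.41 at *t*=+1 (standard error 0.053, adjusted p = 0.000316) and fell by 0.25 at *t*=+4 (standard error 0.055, FDR = 0.00528). From *t*=+1 to *t*=+4 the cluster mean fell by 0.72 (SD 0.27, FDR = 1.33e-05) in 30 of 30 pigs. From *t*=+4 to *t*=+24 it fell by 0.13 (SD 0.32, FDR = 0.0356), and by 0.07 without passing after quantile normalization within animal (change −0.07, FDR = 0.145). At *t*=+24 it was below *t*=0 by 0.21 (change −0.21, SD 0.28, FDR = 7.5e-05), or by 0.06 after recentring (change −0.06, FDR = 0.0506).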

The DE genes of this cluster could be assembled into a functional network principally involved in neuroimmune functions. 

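*CEBPB*, a transcription factor of the C/EBP family, rose by 0.99 at *t*=+1 (standard error 0.071, adjusted p = 4.74e-11), from 13.04 ± 0.56 to 14.04 ± 0.50 (mean log2 signal ± SD, n=30 pigs). At *t*=+4 it had fallen below *t*=0 by 0.50 (change −0.50, standard error 0.097, FDR = 0.00188). *FKBP5*, a co-chaperone that lowers the affinity of the glucocorticoid receptor for its ligand, rose by 0.90 at *t*=+1 (standard error 0.085, adjusted p = 1.06e-07), from 7.79 ± 0.28 to 8.70 ± 0.49. Additional file 1 places it on chromosome 7 from 36370570 to 36478511, on a pig assembly that it does not name. *CEBPD*, a second C/EBP factor, rose by 0.82 (standard error 0.072, adjusted p = 2.29e-08). These 3 genes were higher in 30 of 30 pigs. *IL7R*, the receptor of interleukin 7 on T cells, rose by 0.46 (standard error 0.054, adjusted p = 4.62e-05) in 29 of 30 pigs. *NFKBIA*, the inhibitor that holds NF-κB in the cytoplasm, rose by 0.36 at *t*=+1 (standard error 0.052, adjusted p = 0.00396) in 28 of 30 pigs, and was still higher by 0.15 at *t*=+4 (standard error 0.047, FDR = 0.0319). Without the pig as a replicate block *IL7R* and *NFKBIA* no longer passed (adjusted p = 1 for both). Table 3 lists all 5 genes in cluster 1.

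**Figure D2:**
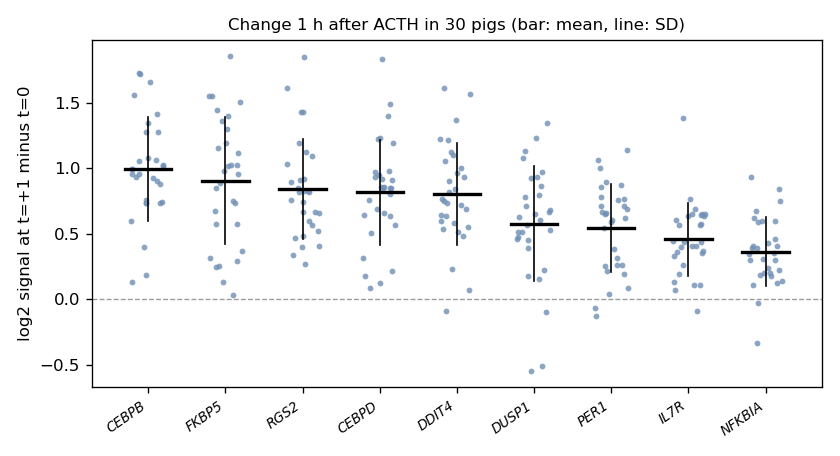
Change in log2 signal from *t*=0 to *t*=+1 (vertical axis) of 9 genes of cluster 1 in each of 30 pigs (points), with the mean (bar) and SD (line). All points lie above 0 for *CEBPB*, *FKBP5*, *RGS2* and *CEBPD*, and the means run from 0.36 for *NFKBIA* to 0.99 for *CEBPB*.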

The present analysis reveals novel effects of ACTH on at least five genes related to immunoregulation (*FKBP5*, *IL7R*, *CEBPD*, *CEBPB* and *NFKB1A* in cluster 4). *FKBP5* (FK506 binding protein 51) is a decisive factor for the physiological stress response [33] and has an important role in stress-related phenotypes [34]. It modifies steroid hormone receptor sensitivity [35]. *CEBPB*, *DUSP1*, *FKBP5* and *NFKB1A* genes from this cluster are also involved in glucocorticoid receptor signaling. Glucocorticoids exert their classic anti-inflammatory role by acting on nearly all cell types of the immune system. The CCAAT/enhancer binding proteins (C/EBPs) are key regulators of cell differentiation and are also involved in the expression and production of inflammatory cytokines [36]. The increase of Period 1 gene (*PER1*) expression in peripheral blood cells by glucocorticoids was previously reported in humans [37]. Physical and inflammatory stressors induce the release of the adrenal glucocorticoid hormone that rapidly alter the expression of *PER1* in peripheral tissues through a GRE enhancer present in the gene promotor [38–40]. This gene is involved in the circadian rythm, in which the glucocorticoid mechanism plays a predominant role [41]. Another DE gene *DDIT4* (regulated in development and DNA damage response 1) was described as a surrogate biomarker of the efficiency of glucocorticoid receptor blockade in skeletal muscle [42]. Britto and collaborators showed that *DDIT4* expression was low under basal conditions but was highly increased in response to several catabolic stressors, like hypoxia and glucocorticoids [43]. Glucocorticoids were shown to up-regulate *DUSP1* in peripheral tissues [44] but constrain the increase of *DUSP1* gene expression in the central components of the HPA axis [45]. In vitro studies have shown that glucocorticoid suppression of some MAP-kinase dependent cellular processes depends on glucocorticoid mediated up-regulation of *DUSP1* gene expression [46].

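*MEGF9*, a membrane protein with *EGF*-like domains, rose by 0.78 at *t*=+4 (standard error 0.086, adjusted p = 1.63e-05), from 11.00 ± 0.74 to 11.78 ± 0.67 (mean ± SD), in 27 of 30 pigs. *S100A9* and *S100A8* form calprotectin, an abundant protein of granulocytes and monocytes. *S100A9* rose by 0.70 (standard error 0.089, adjusted p = 0.000355) and *S100A8* by 0.69 (standard error 0.090, adjusted p = 0.000692). *ALOX5AP*, which presents arachidonic acid for leukotriene synthesis, rose by 0.49 (standard error 0.063, adjusted p = 0.000327) in 29 of 30 pigs. The mean of the 17 genes of this group, cluster 2 of Table 3, rose by 0.45 from *t*=0 to *t*=+4 (SD 0.27, n=30, FDR = 3e-05). All 17 genes rose at an FDR under 0.05 (17 adjusted over the list alone), and 15 passed the Bonferroni threshold. From *t*=+4 to *t*=+24 the mean fell by 0.77 (SD 0.44, FDR = 1.33e-05) in 30 of 30 pigs. It was then below *t*=0 by 0.32 (change −0.32, SD 0.38), or by 0.17 after recentring (change −0.17, FDR = 0.00103). Since the study selected these genes on the same samples, their common direction is not independent evidence.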

The second cluster (17 genes) was characterized by genes with an increase between *t*=0 and *t*=+4 and a decrease between *t*=+4 and *t*=+24. This cluster with genes up-regulated at *t*=+4 is largely related to biological processes such as inflammatory and immune response and genes of which products are located in the plasma membrane. Among these genes, two are particularly interesting. 

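*CD14*, the co-receptor of bacterial lipopolysaccharide on monocytes, rose by 0.53 at *t*=+4 (standard error 0.064, adjusted p = 8.8e-05), from 12.16 ± 0.48 to 12.69 ± 0.46 (mean ± SD, n=30). It lies on chromosome 2 from 148291971 to 148293621 in Additional file 1. *S100A12*, a granulocyte protein that binds the receptor RAGE, rose by 0.55 (standard error 0.073, adjusted p = 0.0011). Of 11 neutrophil genes measured by name, 6 rose at *t*=+4 and 1 fell (6 and 1 adjusted over the list alone). The study chose 4 of these 11 on the same samples, and ELANE, which did not pass, was matched by a synonym to a probe whose entry is named *CELA2A*, a pancreatic elastase. *TREM1*, a receptor that amplifies neutrophil activation, is not among those 4 and rose by 0.23 (standard error 0.059, FDR = 0.011). *MMP9*, a gelatinase of neutrophil granules, fell by 0.34 (standard error 0.058, FDR = 0.000458) in 27 of 30 pigs. The neutrophil list shifted upward (median change 0.23, FDR = 7.92e-10, adjusted p = 0.0623 with an estimated correlation), as it did without ELANE (median change 0.24, FDR = 1.6e-10), a choice made after the data were examined. Without the genes of Table 3, but with ELANE, its median was −0.00 (FDR = 0.32). Of 9 monocyte genes, 4 rose and 1 fell (4 and 1 adjusted over the list alone). *FCN1*, a lectin of monocytes, rose by 0.18 (standard error 0.046, FDR = 0.0102). The monocyte list had a median change of 0.13 (FDR = 4.42e-05, adjusted p = 0.213 with an estimated correlation). At this time the paper reports a lower share of monocytes and a higher one of granulocytes. It also ties every gene of cluster 2 to the lymphocyte to granulocyte ratio, although in its model they still changed over time after adjustment for this ratio. These list shifts are therefore not counts of cells, and a change in cell mix was not tested here.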

*CD14* gene is a component of the innate immune system and has been shown to be sensitive to stress in pigs [47]. *MEGF9* gene was shown to be induced by cortisol in human fetal cells in vitro [48].

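*G36094*, a transcript without annotation, had the second largest fall of Table 3 at *t*=+4, to 0.33 of its signal at *t*=0 (log2 change −1.60, standard error 0.103, adjusted p = 5.26e-12). *CSTA*, an inhibitor of lysosomal cysteine proteases, fell by 1.07 (standard error 0.078, adjusted p = 2.03e-10), from 8.72 ± 0.51 to 7.65 ± 0.42 (mean ± SD, n=30). *CAMK1*, a calcium-dependent kinase, fell by 0.57 (standard error 0.045, adjusted p = 1.51e-09). These 3 genes were lower in 30 of 30 pigs. *FBP1*, an enzyme of gluconeogenesis, fell by 0.56 (standard error 0.063, adjusted p = 1.96e-05) in 28 of 30 pigs. All 8 genes of cluster 3 were lower at *t*=+4 at an FDR under 0.05 (8 adjusted over the list alone). The study had selected and grouped them on these samples, so this is not independent evidence. *CCL8*, a chemokine, was the one that did not pass the Bonferroni threshold there. The mean of the 8 genes fell by 1.05 from *t*=0 to *t*=+4 (SD 0.36, FDR = 1.5e-05) in 30 of 30 pigs. It rose by 1.02 from *t*=+4 to *t*=+24 (SD 0.42, FDR = 1.33e-05), again in 30 of 30 pigs.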

The third cluster (8 genes) includes the genes decreasing between *t*=0 and *t*=+4 and returning to a basal level between *t*=+4 and *t*=+24. No ontology was significantly enriched by genes of this cluster. It is interesting to underline here the *ALOX15* gene (arachidonate 15-lipoxygenase) which is a member of the ALOX family and related to cancer and immune responses. This gene was also reported as a dexamethasone-responsive gene with nearby glucocorticoid receptor-binding sites [49].

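*ALOX15*, which oxygenates arachidonic acid and is abundant in eosinophils, fell by 1.08 at *t*=+4 (standard error 0.089, adjusted p = 5.4e-09), from 10.56 ± 0.52 to 9.48 ± 0.44 (mean ± SD), in 30 of 30 pigs. It was already lower by 0.39 at *t*=+1 (change −0.39, FDR = 0.00554). *CCR3*, the eotaxin receptor that draws eosinophils into tissue, fell by 0.95 at *t*=+4 (standard error 0.091, adjusted p = 4.1e-07) in 28 of 30 pigs, from a mean of 11.24 to 10.29. *CCR3* is not among the 65 genes of Table 3. Of the 4 eosinophil genes measured by name, 3 fell at *t*=+4 and none rose (3 and 0 adjusted over the list alone). *CYSLTR2*, a leukotriene receptor, had a change of −0.06 there (standard error 0.075, FDR = 0.638). The list holds fewer than 5 measured genes and was not tested as a group, and the study picked *ALOX15* and *SUCNR1* on these samples. Of 2 genes of basophils and mast cells, *KIT*, the receptor of stem cell factor, fell by 0.27 at *t*=+4 (standard error 0.065, FDR = 0.00737), and *MS4A2* did not pass (change −0.07).

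**Figure D3:**
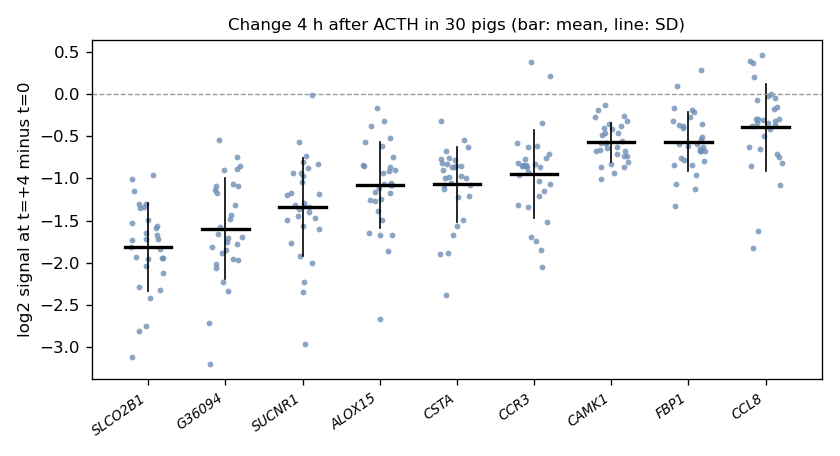
Change in log2 signal from *t*=0 to *t*=+4 (vertical axis) of the 8 genes of cluster 3 and *CCR3* in each of 30 pigs (points), with the mean (bar) and SD (line). The means run from −1.81 for *SLCO2B1* to −0.39 for *CCL8*, and for *CCR3* 28 of 30 points lie below 0.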

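*HOPX*, a homeodomain protein of cytotoxic lymphocytes, fell by 0.31 at *t*=+1 (standard error 0.068, FDR = 0.00483), by 0.27 at *t*=+4 (standard error 0.073, FDR = 0.0157) and by 0.53 at *t*=+24 (standard error 0.074, adjusted p = 0.00284). *CD79B*, the signaling chain of the B cell receptor, fell by 0.31 at *t*=+1 (standard error 0.046, adjusted p = 0.00571) in 27 of 30 pigs and was near *t*=0 at *t*=+4 (change 0.09, standard error 0.044, FDR = 0.149). The mean of the 22 genes of cluster 4 fell by 0.14 at *t*=+1 (SD 0.19, n=30, FDR = 0.00039). That fall was 0.07 after recentring and no longer passed (change −0.07, FDR = 0.0681). From *t*=+1 to *t*=+4 the mean changed by 0.06 without passing (SD 0.19, FDR = 0.112). From *t*=+4 to *t*=+24 it fell by 0.24 (SD 0.24, FDR = 1.33e-05) in 27 of 30 pigs.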

The genes related to the fourth cluster (22 genes) decrease between *t*=0 and *t*=+1, increase between *t*=+1 and *t*=+4 and decrease between *t*=+4 and *t*=+24. The fourth cluster corresponds to genes with an overall expression decreasing between *t*=0 and *t*=+24. They are significantly linked to biological processes such as protein phosphorylation and kinase activity. 

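*KLRK1*, the activating receptor NKG2D of cytotoxic lymphocytes, fell by 0.74 at *t*=+24 (standard error 0.124, FDR = 0.00039) in 27 of 30 pigs, and *XCL1*, a chemokine of these cells, fell by 0.39 (standard error 0.059, adjusted p = 0.016). With *HOPX*, all 3 measured genes of the NK and cytotoxic list fell (3 adjusted over the list alone). All 3 had also fallen at *t*=+4, but there none passed in limma without the 5 pigs of widest sample medians (changes −0.24, −0.27 and −0.18 for *HOPX*, *KLRK1* and *XCL1*). After quantile normalization within animal *KLRK1* changed by −0.65, *XCL1* by −0.33 and *HOPX* by −0.47. The study chose *HOPX* and *XCL1* on these samples, and the list was too short to test as a group. Of 10 T cell genes 7 fell at *t*=+24 and none rose (9 and 0 adjusted over the list alone), but 3 fell after quantile normalization within animal. *CD3G*, a chain of the T cell receptor complex, fell by 0.31 (standard error 0.069, FDR = 0.00547). The T cell list shifted downward (median change −0.21, FDR = 0.0189, adjusted p = 0.714 with an estimated correlation). Of 5 B cell genes 4 fell at *t*=+24 (4 adjusted over the list alone), 3 of them chosen by the study, and 2 fell after quantile normalization within animal. The list's FDR was 0.0277 (median change −0.22, adjusted p = 0.452 with an estimated correlation), but 0.0777 after that normalization and 0.157 after recentring. The direction of this list varied with time. It shifted downward at *t*=+1 (median change −0.20, FDR = 0.00303, adjusted p = 0.238 with an estimated correlation) and upward at *t*=+4 (median change 0.06, FDR = 0.000808, adjusted p = 0.068 with an estimated correlation). *MZB1*, the 1 gene of plasma cells measured, helps to assemble antibodies and fell by 0.35 at *t*=+24 (standard error 0.069, FDR = 0.00225). *ARHGAP31*, which switches off the small GTPases RAC1 and *CDC42*, fell by 0.40 (standard error 0.055, adjusted p = 0.00148), from 9.35 ± 0.29 to 8.95 ± 0.31 (mean ± SD, n=30), in 26 of 30 pigs. It still passed after quantile normalization within animal (change −0.31, adjusted p = 0.00589). Additional file 1 places it on chromosome 13 from 150136807 to 150239772. The mean of cluster 4 fell by 0.33 at *t*=+24 (SD 0.21, FDR = 3e-05), or by 0.17 after recentring (change −0.17, FDR = 0.00084). Of its 22 genes 20 fell at an FDR under 0.05 (21 adjusted over the list alone) and 13 at the Bonferroni threshold. Among all 65 genes of Table 3, 5 passed that threshold at *t*=+24 after quantile normalization within animal and 1 after recentring.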

Among the genes involved in this cluster *ARHGAP31* and *ARHGAP* family genes were found to be differentially expressed in macrophages treated with dexamethasone [50, 51].

### Integration of biological and gene expression data

All DE genes were found significantly differentially expressed over time in the mixed model described in Section “Integration” (*FDR*<0.05). These genes are thus differentially expressed over time even when adjusting for changes in white cells populations. Among them, 34 genes had their expression significantly negatively influenced by L/G ratio (see Additional file 1), meaning that these genes are over-expressed when L/G ratio decreases. Genes with a significant effect of L/G ratio were mainly identified as genes of cluster 2, over-expressed at *t*=+4 (17/17) and cluster 1, over-expressed at *t*=+1 (12/18) and to a lesser extent as genes of cluster 4, under-expressed at *t*=+24 (5/22). No gene of cluster 3 was significantly explained by L/G ratio. Results of the functional analysis of this list of 34 genes are shown in Additional file 4. Biological functions significantly enriched include regulation of apoptotic process, response to lipopolysaccharide, inflammatory and innate immune response, defense response to bacterium and positive regulation of NF-kappaB transcription factor activity.

The 65 DE genes and the biological variables were then subjected to a multilevel PLS. Figure 6 shows that the first axis of the multilevel PLS opposes observations at *t*=+1 after injection to all others, while the second axis opposes observations at *t*=+4*vs.* all others, similarly as what was already established in multi-level PCA of the biological variables in Section “Overall effect of the injection of exogenous ACTH on clinical biology variables”.

**Fig. 6:**
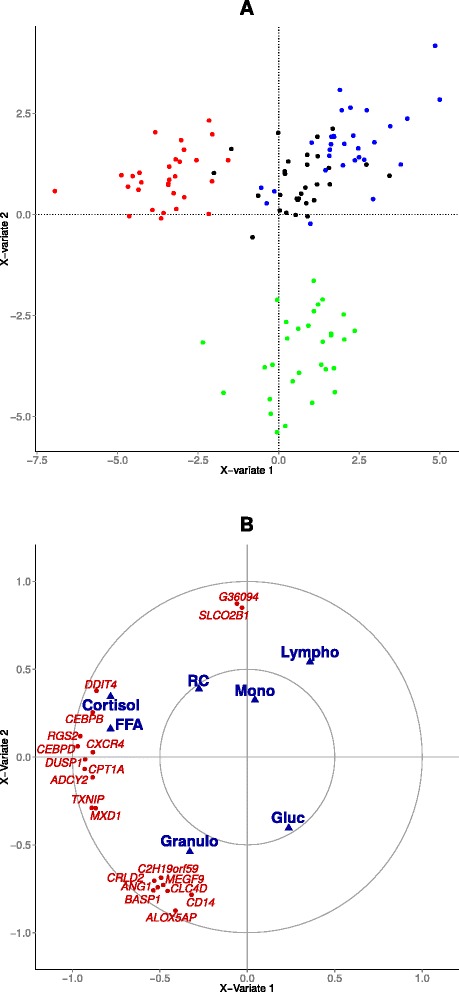
PLS regression predicting the biological variables responding to ACTH from the DEG expression **a** projection of the observations with one point being a combination: time × pig; Black: *t*=0; Red: *t*=+1; Green: *t*=+4; Blue: *t*=+24. **b** projection of the variables; Blue: biological variables; Red: gene expressions; 10 genes/components were kept using a sparse approach

On the first axis, cortisol and FFA levels are strongly positively correlated with the expressions of *CEBPB*, *RGS2*, *RHOB*, *PER1*, *FKBP5*, *CEBPD*, *DDIT4*, *CPT1A* and *DUSP1*. All these genes belong to the first cluster identified earlier and are linked to molecular functions such as protein binding and transcription regulation.

The second axis of the multilevel PLS is characterized by the opposition between the proportion of lymphocytes and monocytes *vs.* the proportion of granulocytes. This axis is positively correlated with *SUCNR1*, *SLCO2B1*, *FBP1* and *LOC396700*. These genes belong to the third cluster and are related to glycolysis and glycogenesis. 

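The mean log2 signal of *SUCNR1* was 7.85 ± 0.44 at *t*=0, 7.20 ± 0.44 at *t*=+1, 6.51 ± 0.45 at *t*=+4 and 7.81 ± 0.51 at *t*=+24 (mean ± SD, n=30 pigs). The gene encodes a receptor that senses succinate released from cells, and Additional file 1 places it on chromosome 13 from 100170845 to 100175486. Its fold relative to *t*=0 was 0.64 at *t*=+1 and 0.40 at *t*=+4. At *t*=+24 its change was −0.04 (standard error 0.098, FDR = 0.813), with 13 pigs higher and 17 lower. After recentring on the brightest probes the changes were −0.59, −1.29 and 0.11 at the 3 times. The mean of *SUCNR1* at *t*=+4 was a dim signal, below the sample medians of that time (8.77 to 9.20) and nearer the lowest value deposited (5.16). With no background signals given, it cannot be told how far background reduces the size of this fall.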

*SUCNR1* (succinate receptor 1) is decreased at *t*=+1 and increased at *t*=+4. Succinate has a wide range of metabolic actions and regulates the functions of macrophages [52]. The axis is negatively correlated with *CD14*, *CLC4D*, *CHIT1*, *MEGF9* and *C2H19orf59*. These genes belong to the second cluster which is linked to molecular functions such as inflammatory response, but their relationships with cortisol or stress are not yet clearly established.

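*RGS2*, which shortens signaling by G-protein-coupled receptors, rose by 0.84 at *t*=+1 (standard error 0.069, adjusted p = 2.6e-09) in 30 of 30 pigs. *DDIT4*, an inhibitor of mTORC1 that is switched on by stress, rose by 0.81 (standard error 0.070, adjusted p = 1.46e-08) in 29 of 30 pigs, from 7.39 ± 0.40 to 8.20 ± 0.47 (mean ± SD, n=30). *DUSP1*, a phosphatase that inactivates MAP kinases, rose by 0.58 (standard error 0.078, adjusted p = 0.00105). At *t*=+24 it had fallen below *t*=0 by 0.41 (change −0.41, FDR = 0.00321), or by 0.26 after recentring (change −0.26). *PER1*, a repressor of the circadian clock, rose by 0.55 at *t*=+1 (standard error 0.063, adjusted p = 2.02e-05) and fell by 0.22 at *t*=+4 (standard error 0.053, FDR = 0.0078), when the time of day also differed. It was the 1 circadian gene measured by name and lies on chromosome 12 from 55836920 to 55851878 in Additional file 1. *RHOB*, a small GTPase of endosomes, rose by 0.46 (standard error 0.069, adjusted p = 0.0122). *NR3C1* itself, the glucocorticoid receptor, did not pass at any time, with changes of −0.04, −0.03 and −0.22 (FDR = 0.796, 0.855 and 0.0866). Of 5 genes of the receptor and its partners, 1, *FKBP5*, rose at *t*=+1 and none fell (1 and 2 adjusted over the list alone). The median change of this list at *t*=+1 was −0.04 and its mean 0.13 (FDR = 0.0269 upward, adjusted p = 0.452 with an estimated correlation).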

Eight genes (*DDIT4*, *DUSP1*, *FKBP5*, *IL7R*, *NFKBIA*, *PER1*, *RGS2*, *RHOB*, Fig. 7) are functionally connected to each other by NR3C1. The NR3C1 (nuclear receptor subfamily 3, group C, member 1) is the glucocorticoid receptor, which can function both as a transcription factor that binds to glucocorticoid response elements in the promoters of glucocorticoid responsive genes, and as a regulator of other transcription factors. Functional consequences of glucocorticoid receptor polymorphisms were reported in pigs [9–13]. Mutations in *NR3C1* have been previously demonstrated to be associated with generalized glucocorticoid resistance [53]. It is interesting to highlight the DE genes that encode transcription factors. They play a crucial role in regulating gene expression and are fit to regulate diverse cellular processes by interacting with other proteins. Most of them have not yet been described as important in transcription networks involved in stress responses. If the genes are co-expressed it is highly probable that they are co-regulated. This knowledge can provide new patterns of biomarkers of the individual sensitivity to cortisol that is our field of interest in this study.

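The 8 genes connected by *NR3C1* (*RGS2*, *DDIT4*, *DUSP1*, *PER1*, *RHOB*, *FKBP5*, *IL7R* and *NFKBIA*) varied together from sample to sample, beyond their shared mean at each time. After centring each gene on the pig and on the time, their pairwise correlations over 120 samples had a mean of 0.55 and ran from 0.35 to 0.79. However, 10000 random lists of 8 genes of like signal had a median of 0.33 and a 95th percentile of 0.57. The mean of the 8 genes thus did not pass (p = 0.0617, comparison with the random lists, one-sided). With Spearman's coefficient the mean was 0.50 (p = 0.095). With the mean of each time kept, so that the common rise at *t*=+1 counts, it was 0.80 (p = 0.0003). The study chose these genes for that rise and grouped them by correlation on the same samples. None of the p-values here is thus independent evidence. Quantile normalization within animal, an alternative added after the data were examined, lowered the random 95th percentile to 0.16 and the mean of the 8 genes to 0.26 (p = 0.0097), with pairs from −0.19 to 0.57. For DE genes that encode transcription factors, the paper reasons that co-expressed genes are probably regulated together, and it proposes that this knowledge can provide biomarkers of the sensitivity of an individual to cortisol.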

**Fig. 7:**
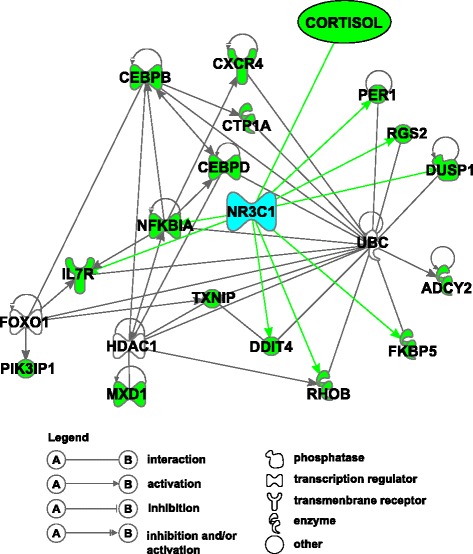
Gene network related to glucocorticoid response in whole blood transcriptome 1 h after ACTH injection This network corresponds to the genes up-regulated 1 h after ACTH injection (cluster 1, green nodes). It combines bibliographic (best enrichment score network =45) and regulatory relationships (genes co-regulated by the same regulator in blue with the highest enrichment score (*p*-value=2.00*E*−09), green lines) proposed by Ingenuity software. Cortisol has the highest plasma level at *t*=+1 and acts through the glucocorticoid receptor NR3C1

Our results are in accordance with several studies on the effects of glucocorticoid hormones on peripheral blood cells. Numerous genes related to cluster 1 and shown as ACTH responsive were found differentially expressed in stress-related investigations. 

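*CXCR4*, the receptor that holds leukocytes in bone marrow through CXCL12, rose by 0.72 at *t*=+1 (standard error 0.071, adjusted p = 5.91e-07), from 9.83 ± 0.49 to 10.55 ± 0.40 (mean ± SD, n=30), in 29 of 30 pigs. A second, brighter probe of *CXCR4* rose by 0.42 (FDR = 0.00693). *TXNIP*, which binds thioredoxin and restrains glucose uptake, rose by 0.45 at *t*=+1 (standard error 0.060, adjusted p = 0.000755) in 27 of 30 pigs. It was lower than at *t*=0 by 0.25 at *t*=+24 (change −0.25, FDR = 0.00873), or by 0.10 after recentring (change −0.10).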

Five genes found in our study (*CXCR4*, *DUSP1*, *FKBP5*, *IL7R*, *TXNIP*) were proposed as markers of differential glucocorticoid sensitivity [54, 55]. *NFKBIA*, *DUSP1*, *CEBPD*, *FKBP5* genes were also found to be associated with up- and down-regulated clusters in response to continuous 24 h cortisol infusion [56]. Ponsuksili and collaborators [57] describe *NFKBIA*, *CEBPB* and *CEBPD* as genes of which hepatic expression levels are correlated with plasma cortisol concentrations. Up-regulation of *PER1* gene upon GR activation was confirmed by genome-wide study of glucocorticoid receptor binding sites in neuronal PC12 cells [58]. However, *DDIT4* was shown to be down-regulated by GR activation rather than up-regulated in this analysis.

While looking for genes of which expressions at *t*=0,*t*=+1,*t*=+4 or *t*=+24 were significantly correlated with the level of cortisol at *t*=+1, only two genes were identified: *TRMT2A* (*FDR*=0.04), a gene involved in the methylation of tRNA, and *LOC100626276* (*FDR*=0.04), a gene of which function has not been identified yet. There is a negative relationship between the expression of cortisol at *t*=+1 and the expression of these two genes at *t*=0 (−0.45 and −0.63 for *TRMT2A* and *LOC100626276*, respectively). This implies that when their baseline expression is higher, the intensity of the cortisol response to ACTH decreases.

## Conclusions

The present work shows the interest of transcriptomic data analysis at multiple levels. In other studies, genetic markers found through an analysis of transcription factor binding sites of differentially expressed genes in peripheral blood cells have been proposed in humans to identify the chronic stress related to psychopathological conditions [59, 60]. In farm animals, this approach was used in horses [61]. These studies show chronic stress-related changes in the balance between the expression of stress-related genes regulated by glucocorticoids and those regulated by inflammation-related factors. Furthermore, recent data in humans show that the immune system function can also be assessed through blood transcriptomics in health and disease [62].

In the present study, we identified 65 genes differentially expressed in peripheral blood cells of pigs in response to ACTH at different times after injection. It therefore supplies biological markers of HPA axis activation at the gene expression level, and the knowledge on functional gene clusters will help to elucidate the biological processes involved. Moreover, these genes might be candidates for a better understanding of the molecular mechanisms related to stress responses. Thus, blood transcriptome analysis appears as a promising avenue to develop multidimensional biological markers related to robustness. These markers should be used in the study of the genetic mechanisms of adaptation in farm animals that will help to deliver genetic strategies to animal breeders in order to balance production objectives and robustness of animals as well as their welfare [2].

## Availability of supporting data

The data sets supporting the results of this article are available in Gene Expression Omnibus (GEO repository, http://www.ncbi.nlm.nih.gov/geo/,) through the accession number GSE71207).

## Additional files

Additional file 1 ∙ Gene name: Name of the gene ∙ Probe Name, Agilent GPL16524: Probe names used on the microarray Agilent GPL16524 ∙ L/G coefficient: L/G ratio coefficient estimate ∙ Adjusted pval (LG): adjusted *P*-value associated with the L/G ratio coefficient ∙ adj.pval: adjusted *P*-value of the test at the time measurement where the most significant duplicate of the gene is DE ∙ Time point: time measurement where the gene is DE ∙ Expression: whether the DEG is up or down-regulated ∙ Cluster: cluster in which the gene is classified by HAC ∙ Gene description: informations on the gene’s molecular function ∙ Location: chromosomal location of the gene.

Additional file 2
**Distribution of the rank of the significant adjusted** ***P*** **-values in the tests for DE transcripts between** ***t*** **= 0 and** ***t*** **= + 1,** ***t*** **= 0 and** ***t*** **= + 4 and** ***t*** **= 0 and** ***t*** **= + 24 ‘.pdf’ file.** *P*-values are smaller at *t*=+1 and *t*=+4 than at *t*=+24 implying that the transcripts were overall more differentially expressed between *t*=0 and *t*=+1 and between *t*=0 and *t*=+4 than between *t*=0 and *t*=+24.

Additional file 3
**Complete list of enriched GO (Biological process (BP), Molecular function (MF) and Cellular Component (CC) for each of the cluster identified with the hierarchical ascending clustering ‘.xls’ file.** Features the GO items, the corresponding functions, the class of ontology, the number of genes in the input list (enriching a GO and total number) and in the reference list (enriching a GO and total number), the raw and the adjusted Fisher’s exact test *P*-value and the list of genes.

Additional file 4
**Complete list of enriched GO (Biological process (BP), Molecular function (MF) and Cellular Component (CC) for 34 genes for which L/G ratio had a significant effect ‘.xls’ file.** Features the GO items, the corresponding functions, the class of ontology, the number of genes in the input list (enriching a GO and total number) and in the reference list (enriching a GO and total number), the raw and the 679 adjusted Fisher’s exact test *P*-value and the list of genes.

## Abbreviations

ACTH: adrenocorticotropic hormone
BH: Benjamini-Hochberg
BW: birth weight
CBG: corticosteroid binding globulin
DE: differentially expressed
FDR: false discovery rate
GR: glucocorticoid receptor
GRE: Glucocorticoid response element
HAC: Hierarchical ascendant classification
Hct: Hematocrit
Hgb: Hemoglobin
HPA: Hypothalamic-pituitary-adrenocortical
L/ G: Lymphocytes/ granulocytes
PCA: prinicpal component analysis
PLS: partial least square regression
RC: red cells
SEM: standar error of the mean
WW: weaning weight

## References

[1] Rauw W, Kanis E, Noordhuizen-Stassen E, Grommers F (1998). Undesirable side effects of selection for high production efficiency in farm animals: a review. Livest Prod Sci.

[2] Mormede P, Terenina E (2012). Molecular genetics of the adrenocortical axis and breeding for robustness. Domest Anim Endocrinol.

[3] Mormède P, Foury A, Terenina E, Knap P (2011). Breeding for robustness: the role of cortisol. Animal.

[4] Mormede P, Foury A, Barat P, Corcuff JB, Terenina E, Marissal-Arvy N (2011). Molecular genetics of hypothalamic–pituitary–adrenal axis activity and function. Ann N Y Acad Sci.

[5] Désautés C, Bidanel J, Milan D, Iannuccelli N, Amigues Y, Bourgeois F (2002). Genetic linkage mapping of quantitative trait loci for behavioral and neuroendocrine stress response traits in pigs. J Anim Sci.

[6] Larzul C, Terenina E, Foury A, Billon Y, Louveau I, Merlot E, et al.The cortisol response to ACTH in pigs, heritability and influence of corticosteroid-binding globulin. 2015. In press.10.1017/S175173111500176726302113

[7] Hazard D, Liaubet L, SanCristobal M, Mormède P (2008). Gene array and real time pcr analysis of the adrenal sensitivity to adrenocorticotropic hormone in pig. BMC genomics.

[8] Necela BM, Cidlowski JA (2004). Mechanisms of glucocorticoid receptor action in noninflammatory and inflammatory cells. Ann Am Thorac Soc.

[9] Murani E, Reyer H, Ponsuksili S, Fritschka S, Wimmers K (2012). A substitution in the ligand binding domain of the porcine glucocorticoid receptor affects activity of the adrenal gland. PLoS ONE.

[10] Yang X, Liu R, Albrecht E, Dong X, Maak S, Zhao R (2012). Breed-specific patterns of hepatic gluconeogenesis and glucocorticoid action in pigs. Archiv Tierzucht.

[11] Reyer H, Ponsuksili S, Wimmers K, Murani E (2013). Transcript variants of the porcine glucocorticoid receptor gene (nr3c1). Gen Comp Endocrinol.

[12] Reyer H, Ponsuksili S, Wimmers K, Murani E (2014). Association of n-terminal domain polymorphisms of the porcine glucocorticoid receptor with carcass composition and meat quality traits. Anim Genet.

[13] Terenina E, Babigumira BM, Le Mignon G, Bazovkina D, Rousseau S, Salin F (2013). Association study of molecular polymorphisms in candidate genes related to stress responses with production and meat quality traits in pigs. Domest Anim Endocrinol.

[14] Torgo L (2010). Data Mining with R: Learning with Case Studies. Chapman & Hall/CRC Data Mining and Knowledge Discovery Series.

[15] Voillet V, SanCristobal M, Lippi Y, Martin PG, Iannuccelli N, Lascor C (2014). Muscle transcriptomic investigation of late fetal development identifies candidate genes for piglet maturity. BMC Genom.

[16] Bolstad BM, Irizarry RA, Åstrand M, Speed TP (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics.

[17] R Core Team (2014). R: A language and environment for statistical computing.

[18] Liquet B, Lê Cao KA, Hocini H, Thiébaut R (2012). A novel approach for biomarker selection and the integration of repeated measures experiments from two assays. BMC Bioinform.

[19] Saporta G (2011). Probabilités, Analyse des Données et Statistique.

[20] Lê Cao KA, Rossouw D, Robert-Granié C, Besse P (2008). A sparse pls for variable selection when integrating omics data. Stat Appl Genet Mol Biol.

[21] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J Roy Stat Soc B Met..

[22] Smedley D, Haider S, Durinck S, Pandini L, Provero P, Allen J (2015). The biomart community portal: an innovative alternative to large, centralized data repositories. Nucleic Acids Res.

[23] Hennessy D, Stelmasiak T, Johnston N, Jackson P, Outch K (1988). Consistent capacity for adrenocortical response to acth administration in pigs. Am J Vet Res.

[24] Eigler N, Saccà L, Sherwin RS (1979). Synergistic interactions of physiologic increments of glucagon, epinephrine, and cortisol in the dog: a model for stress-induced hyperglycemia. J Clin Invest.

[25] Shamoon H, Hendler R, Sherwin RS (1981). Synergistic interactions among antiinsulin hormones in the pathogenesis of stress hyperglycemia in humans. J Clin Endocr Metab.

[26] Peckett AJ, Wright DC, Riddell MC (2011). The effects of glucocorticoids on adipose tissue lipid metabolism. Metabolism.

[27] Flori L, Gao Y, Laloë D, Lemonnier G, Leplat JJ, Teillaud A (2011). Immunity traits in pigs: substantial genetic variation and limited covariation. PLoS One.

[28] Sutherland M, Rodriguez-Zas S, Ellis M, Salak-Johnson J (2005). Breed and age affect baseline immune traits, cortisol, and performance in growing pigs. J Anim Sci.

[29] Friendship R, Lumsden J, McMillan I, Wilson M (1984). Hematology and biochemistry reference values for ontario swine. Can J Comparat Med.

[30] Wallgren P, Wilén IL, Fossum C (1994). Influence of experimentally induced endogenous production of cortisol on the immune capacity in swine. Vet Immunol Immunop.

[31] Salak-Johnson JL, McGlone JJ, Norman RL (1996). In vivo glucocorticoid effects on porcine natural killer cell activity and circulating leukocytes. J Anim Sci.

[32] Dhabhar FS (2002). Stress-induced augmentation of immune function—the role of stress hormones, leukocyte trafficking, and cytokines. Brain Behav Immun.

[33] Touma C, Gassen NC, Herrmann L, Cheung-Flynn J, Büll DR, Ionescu IA (2011). Fk506 binding protein 5 shapes stress responsiveness: modulation of neuroendocrine reactivity and coping behavior. Biol Psychiatry.

[34] Binder EB (2009). The role of fkbp5, a co-chaperone of the glucocorticoid receptor in the pathogenesis and therapy of affective and anxiety disorders. Psychoneuroendocrinology.

[35] Storer CL, Dickey CA, Galigniana MD, Rein T, Cox MB (2011). Fkbp51 and fkbp52 in signaling and disease. Trends Endocrinol Metab.

[36] Cloutier A, Guindi C, Larivée P, Dubois CM, Amrani A, McDonald PP (2009). Inflammatory cytokine production by human neutrophils involves c/ebp transcription factors. J Immunol.

[37] Cuesta M, Cermakian N, Boivin DB (2015). Glucocorticoids entrain molecular clock components in human peripheral cells. FASEB J.

[38] Takahashi S, Yokota S-i, Hara R, Kobayashi T, Akiyama M, Moriya T (2001). Physical and inflammatory stressors elevate circadian clock gene mper1 mrna levels in the paraventricular nucleus of the mouse. Endocrinology.

[39] Hida A, Koike N, Hirose M, Hattori M, Sakaki Y, Tei H (2000). The human and mouse period1 genes: five well-conserved e-boxes additively contribute to the enhancement of mper1 transcription. Genomics.

[40] Yamamoto T, Nakahata Y, Tanaka M, Yoshida M, Soma H, Shinohara K (2005). Acute physical stress elevates mouse period1 mrna expression in mouse peripheral tissues via a glucocorticoid-responsive element. J Biol Chem.

[41] Burioka N, Takata M, Endo M, Miyata M, Takeda K, Chikumi H (2007). Treatment with *β*2-adrenoceptor agonist in vivo induces human clock gene, per1, mrna expression in peripheral blood. Chronobiol Int.

[42] Kumari R, Willing LB, Jefferson LS, Simpson IA, Kimball SR (2011). Redd1 (regulated in development and dna damage response 1) expression in skeletal muscle as a surrogate biomarker of the efficiency of glucocorticoid receptor blockade. Biochem Biophys Res Commun.

[43] Britto FA, Begue G, Rossano B, Docquier A, Vernus B, Sar C (2014). Redd1 deletion prevents dexamethasone-induced skeletal muscle atrophy. Am J Physiol Endocrinol Metab.

[44] Clark AR, Martins JRS, Tchen CR (2008). Role of dual specificity phosphatases in biological responses to glucocorticoids. J Biol Chem.

[45] Osterlund CD, Thompson V, Hinds L, Spencer RL (2014). Absence of glucocorticoids augments stress-induced mkp1 mrna expression within the hypothalamic–pituitary–adrenal axis. J Endocrinol.

[46] Burke SJ, Goff MR, Updegraff BL, Lu D, Brown PL, Minkin Jr SC, et al.Regulation of the ccl2 gene in pancreatic *β*-cells by il-1 *β* and glucocorticoids: role of journal=mkp-1, PLoS ONE. 2012; 7(10):e46986.10.1371/journal.pone.0046986PMC346726423056550

[47] Oster M, Muráni E, Ponsuksili S, Richard B, Turner SP, Evans G (2014). Transcriptional responses of pbmc in psychosocially stressed animals indicate an alerting of the immune system in female but not in castrated male pigs. BMC Genom.

[48] Salaria S, Chana G, Caldara F, Feltrin E, Altieri M, Faggioni F (2006). Microarray analysis of cultured human brain aggregates following cortisol exposure: Implications for cellular functions relevant to mood disorders. Neurobiol Dis.

[49] Reddy TE, Gertz J, Crawford GE, Garabedian MJ, Myers RM (2012). The hypersensitive glucocorticoid response specifically regulates period 1 and expression of circadian genes. Mol Cell Biol.

[50] Uhlenhaut NH, Barish GD, Ruth TY, Downes M, Karunasiri M, Liddle C (2013). Insights into negative regulation by the glucocorticoid receptor from genome-wide profiling of inflammatory cistromes. Mol Cell.

[51] So A, Chaivorapol C, Bolton EC, Li H, Yamamoto KR (2007). Determinants of cell-and gene-specific transcriptional regulation by the glucocorticoid receptor. PLoS Genet.

[52] Mills E, O’Neill LA (2014). Succinate: a metabolic signal in inflammation. Trends Cell Biol.

[53] Donner KM, Hiltunen TP, Jänne OA, Sane T, Kontula K (2013). Generalized glucocorticoid resistance caused by a novel two-nucleotide deletion in the hormone-binding domain of the glucocorticoid receptor gene nr3c1. Eur J Endocrinol.

[54] Donn R, Berry A, Stevens A, Farrow S, Betts J, Stevens R (2007). Use of gene expression profiling to identify a novel glucocorticoid sensitivity determining gene, bmprii. FASEB J.

[55] Menke A, Arloth J, Pütz B, Weber P, Klengel T, Mehta D (2012). Dexamethasone stimulated gene expression in peripheral blood is a sensitive marker for glucocorticoid receptor resistance in depressed patients. Neuropsychopharmacology.

[56] Kamisoglu K, Sleight K, Nguyen TT, Calvano SE, Coyle SM, Corbett SA (2014). Effects of coupled dose and rhythm manipulation of plasma cortisol levels on leukocyte transcriptional response to endotoxin challenge in humans. Innate Immun.

[57] Ponsuksili S, Du Y, Murani E, Schwerin M, Wimmers K (2012). Elucidating molecular networks that either affect or respond to plasma cortisol concentration in target tissues of liver and muscle. Genetics.

[58] Polman JAE, Welten JE, Bosch DS, de Jonge RT, Balog J, van der Maarel SM (2012). A genome-wide signature of glucocorticoid receptor binding in neuronal pc12 cells. BMC Neurosci.

[59] Cole SW (2010). Elevating the perspective on human stress genomics. Psychoneuroendocrinology.

[60] O’Donovan A, Sun B, Cole S, Rempel H, Lenoci M, Pulliam L (2011). Transcriptional control of monocyte gene expression in post-traumatic stress disorder. Dis Markers.

[61] Lansade L, Valenchon M, Foury A, Neveux C, Cole SW, Layé S (2014). Behavioral and transcriptomic fingerprints of an enriched environment in horses (equus caballus). PloS one.

[62] Chaussabel D, Pascual V, Banchereau J (2010). Assessing the human immune system through blood transcriptomics. BMC Biol.

How the deposited data were processed for this re-analysis (not part of the article)

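The expression data are from whole blood of 30 female Large White pigs aged 6 weeks, sampled before and 1, 4 and 24 h after an injection of 222 µg ACTH, 120 samples in all with 30 at each time. Samples were grouped by pig and time as labelled. Cortisol, blood counts and the other clinical variables were not analysed here, so the results that rest on them were left out, as were the mixed model, the PLS and the functional analysis. No vehicle group is described, and the sample at *t*=+4 was taken at another time of day than that at *t*=0.

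The authors hybridized the RNA to an Agilent 8x60K porcine array and name Agilent Feature Extraction 10.10.1.1 and limma (no version given) as their tools. They describe a filter that kept 35419 probes, a log2 transformation, an alignment of the medians within each slide and a quantile normalization within animal. A slide held the 4 samples of each of a pair of pigs. The deposited values are log2 signals from 5.16 to 19.42 without missing values. The sorted values of the samples of a pig differ, at most by 0.58 in the median pig, so quantile normalization within animal was not the last step before deposition or was not part of it. The sample medians range from 8.67 to 9.41. Detection calls, background signals and slide labels are not in the sources used, so a correction for background or for slide was not run. The number of arrays limits the precision.

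Calculations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. The main values are those deposited, with no further filter or scaling. For each pig and probe the value at *t*=0 was subtracted from each later value, and limma (lmFit with an intercept, eBayes) was run on the 30 differences of each contrast. DE probes have a Bonferroni adjusted p under 0.05 over the 106257 tests of the 3 contrasts. Calls of list members use a Benjamini-Hochberg FDR under 0.05 over the same tests, with the adjustment over the list alone beside it. Pairing follows the design. It was checked on the values: over 180 pairs of samples of a pig, the correlation of values centred on the time had a median of 0.49, against −0.02 between pigs, and 151 pairs were over 0.1. The test was run on simulated data with 200 changed probes. By the Bonferroni threshold it recovered 22.4%, 79.1% and 95.5% of changes of 0.3, 0.5 and 0.8 at *t*=+1. At *t*=+24 it recovered 17.9%, 83.6% and 98.5%. There were 0 false calls in limma by that threshold, and 2 and 1 at an FDR under 0.05 taken within the contrast. The FDR pooled over the 3 contrasts, which the calls use, was not simulated. Unchanged probes were simulated without a mean shift shared by all probes, so false calls from such a shift could not show.

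Names came from Additional file 1 for 65 probes and from the RefSeq entry in the probe identifier. Of 409 probes with such an entry 377 matched a symbol and 32 did not. The 441 named probes carry 436 symbols. The genes named in the text are the 65 genes of Table 3 and *NR3C1*, the 10 other named genes of largest change per contrast among DE probes that moved the same way in at least 25 of 30 pigs, and up to 4 members of each list with the smallest p at the contrast where the list had most calls. This rule was written before the data were examined, when the adjusted p-values of Table 3 had been seen. *CCR3* and *PTH1R* are the genes that its second part gave. *CXCR6*, *TREM1* and the members of a list given at another contrast were named after their values were seen.

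Cluster means used the clusters of Table 3 and two-sided sign-flip permutation tests over the 30 pigs (100000 resamples, smallest p 1e-05), adjusted within a cluster against *t*=0 and over all clusters between later times. The classification used Ward's method (ward.D2) on within-pig deviations, with 4 groups, and was compared with 1000 permutations of the times within pigs. Co-expression of the 8 genes of Fig. 7 was compared with 10000 random lists of 8 genes of like signal.

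There were 25 gene lists: glucocorticoid-induced genes, neutrophils, eosinophils, basophils and mast cells, monocytes, dendritic cells, B cells, plasma cells, T cells, NK and cytotoxic cells, erythroid cells, platelets, interferon-stimulated genes, inflammatory cytokines and NF-κB response, circadian clock, immediate early genes, fatty acid oxidation and PPAR targets, MHC class II and antigen presentation, proliferation, heat shock and unfolded protein response, ribosomal proteins, oxidative phosphorylation, glycolysis and gluconeogenesis, glucocorticoid receptor and its partners, and leukocyte adhesion and homing. Each gene was measured by its brightest named probe. The 11 lists with at least 5 named genes were tested as groups with camera (preset correlation 0.01), 14 had fewer, and no gene of oxidative phosphorylation was named.

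The alternatives fixed before the data were examined were the paired t-test of the methods, the Wilcoxon signed-rank test, Benjamini-Hochberg adjustment of the counts, a joint fit of the 4 times with the pig as a block, a fit without a replicate block (60 DE probes in at least 1 contrast), eBayes with trend and robust, quantile normalization over all samples, recentring of each sample on the 5000 brightest probes, leaving out the dimmest 20% of probes, a smallest change of 0.5, the mean of all probes of a gene, leaving out each pig in turn, other tests of the cluster means, other linkages, camera with an estimated correlation, fry, and Spearman correlation. A further 7 were added after the data were seen: quantile normalization within animal, the same with the t-test of the methods, the same for co-expression, the exact Wilcoxon test, lists without the genes of Table 3, the neutrophil list without ELANE, and leaving out the 5 pigs with the widest sample medians.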

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

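The tests of whole-array shifts, of the whole cause, of lymphocyte genes, of a uniform loss and of the spread between pigs were chosen only after the result was seen, while that of the probes that stayed past the threshold at *t*=+24 and the others of this part were set before.

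Outside the 65 genes of Table 3, the paper does not report *CCR3* or *PTH1R*. *CCR3* had a mean log2 change of −0.95 at *t*=+4 and is weighed with cluster 3. *PTH1R*, the receptor of parathyroid hormone, changed by −0.53 at *t*=+24 (standard error 0.080, adjusted p = 0.0111, lower in 27 of 30 pigs). It changed by −0.50 after quantile normalization within animal (adjusted p = 0.0218).

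Beyond Table 3 the paper leaves aside the breadth of the change at *t*=+24, when 11638 probes had an FDR under 0.05 and all 40 probes past the Bonferroni threshold were lower. A shift of whole arrays would leave fewer calls after another scaling. Of the 40, 14 stayed past the threshold after quantile normalization within animal and 3 after recentring. Such a loss does not show that cause. The 40 were picked for their fall in the deposited values, and both scalings raise the median of all probes. Both would also remove a real change shared by most probes. The calls ended with smaller changes and not with a wider spread, as the median change of the 40 went from −0.43 to −0.28 with recentring and its SD from 0.36 to 0.37, and that of the 26 lost with quantile normalization from −0.41 to −0.31 with an SD from 0.35 to 0.36. Whether the shift is the whole cause cannot be told apart: 0.75 of the median change was left after quantile normalization (SD 0.07 over 1000 resamples of the pigs) and 0.65 after recentring (SD 0.10), which is not over 0.5 by 2 SD, and the 0.89 left in the 14 that stayed counts for nothing, as these were picked for staying. A lower share of NK, cytotoxic or T cells cannot be told apart from the shift either, as the 13 genes measured had a median change of −0.13 after quantile normalization within animal and 7 of them were below −0.1, where 8 would have been needed, but the paper places its lower lymphocyte proportions at *t*=+1 and *t*=+4 and high ones at *t*=0 and *t*=+24, which runs the other way.

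The genes of cluster 3 and *CCR3* fell together at *t*=+4. A whole-array shift is argued against, since *CCR3* and 7 of the 8 genes still passed after quantile normalization within animal. In values normalized in this way, the change of *CCR3* over the 30 pigs followed the mean change of cluster 3 (Pearson r = 0.70, permutation p = 6e-05, Spearman rho 0.77, p = 1e-05, the smallest possible, Benjamini-Hochberg p = 0.00012 over 2 relations, r = 0.76 without the 2 farthest pigs, 0.86 as deposited), higher than for all but 17 of 35410 other probes, while its relation to cluster 2 was r = −0.29 (p = 0.12, rho −0.31, p = 0.0925, r = 0.17 as deposited). Loss of a cell type that carries these transcripts is consistent with this r of 0.70, but eosinophils are named by *CCR3* and by *ALOX15* and *SUCNR1* of cluster 3 itself, and the fourth gene of their list, *CYSLTR2*, did not fall (change −0.06, FDR = 0.638). Whether expression also changed stays open, since the span of 1.42 between the changes (largest standard error 0.109) can come from other cells or background. Blood counts of eosinophils were not used here, and a direct effect of cortisol was not tested. The paper reports a higher proportion of granulocytes at *t*=+4. It found no significant effect of the lymphocyte to granulocyte ratio on a gene of cluster 3. In its model the genes of Table 3 still changed over time after adjustment for this ratio.

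More probes passed once the arrays of a pig shared a distribution, 247 in place of 70 at *t*=+1. This is consistent with array-wide shifts that widened the spread between pigs, since the median SD of the within-pig differences fell by 32.4% at *t*=+1. Whether the normalization also made calls by itself stays open: of 100 random swaps of the times within pigs, the real one included, 1 gave as many (highest of the others 0), but a swap also removes any shift tied to time. No biological explanation was tested here.

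Some genes moved in different ways at different times, as a test of the difference between their changes showed. The differences below are between the later and the earlier change. *CCL8*, a monocyte chemokine, had a difference of 1.05 between *t*=+24 and *t*=+1 and of 0.74 between *t*=+24 and *t*=+4, and had changed by −0.70 at *t*=+1. *CXCL10*, an interferon-induced chemokine, had differences of 1.02 and 1.21, with changes of −0.40, −0.58 and 0.62 at the 3 times. *CCR7*, a homing receptor of lymphocytes, had a difference of −0.41 between *t*=+24 and *t*=+1, although its change at *t*=+24 was −0.06 after quantile normalization within animal. *IL1A*, a cytokine, had a difference of −0.62 between *t*=+24 and *t*=+4, from changes of 0.19 and −0.43. Over the array, 26 probes moved in opposite directions at *t*=+1 and *t*=+4, 91 at *t*=+1 and *t*=+24 and 215 at *t*=+4 and *t*=+24, with an FDR under 0.05 for both changes and a Bonferroni adjusted p under 0.05 for the difference. Of these 5, 20 and 25 have a name, and 5, 17 and 16 are in Table 3. The counts with *t*=+24 depend on the scaling: both changes still had an FDR under 0.05 in opposite directions for 25, 45 and 141 of the probes after quantile normalization within animal and for 20, 28 and 97 after recentring.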

How the results depend on the processing

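Quantile normalization within animal, the same with the t-test of the methods, the exact Wilcoxon test, lists without the genes of Table 3, the neutrophil list without ELANE, and leaving out the 5 widest pigs were chosen only after the data were seen; the other alternatives were set before. Except where a cause is given, the cause was not tested.

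The 65 genes of Table 3 kept their direction at their own contrast under the alternatives of test, scaling and filter that measured them and without the 5 widest pigs; this was not counted for leaving out each pig in turn. Under the t-test of the methods, 1 probe was shared by *t*=+1 and *t*=+24, and 1 probe past the threshold earlier also passed at *t*=+24. Its counts of DE probes per contrast stayed within 1.5 times, but at *t*=+1 17 of them were lower, against 8 in limma, and at *t*=+24 306 probes were higher at an FDR under 0.05, against 464. The normal approximation of the Wilcoxon test cannot pass the Bonferroni threshold (its smallest adjusted p is 0.194) and gave no count there. The exact test gave 2 and 1 shared probes for *t*=+1 with *t*=+4 and with *t*=+24, 1 earlier probe at *t*=+24, and 1800 probes at an FDR under 0.05 at *t*=+4.

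Benjamini-Hochberg in place of Bonferroni, a looser threshold by construction, gave 1328, 1027 and 11638 probes, 12405 in at least 1 contrast and 226 gene names. The shared probes were then 263 (*t*=+1 and *t*=+4), 879 (*t*=+1 and *t*=+24) and 607 (*t*=+4 and *t*=+24), 1325 earlier probes passed at *t*=+24, and the change at *t*=+24 was 0.18 of the earlier one.

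The joint fit gave 287 probes at *t*=+24, 458 in at least 1 contrast, 2464 at an FDR under 0.05 at *t*=+1, 3 and 2 shared probes (*t*=+1 with *t*=+4 and with *t*=+24) and 2 earlier probes at *t*=+24. Without a replicate block there were 38, 20 and 3 probes, 60 in at least 1 contrast, 18 gene names, and 427, 225 and 6249 probes at an FDR under 0.05. With trend and robust there were 39 probes at *t*=+4, 13 at *t*=+24 and 110 in at least 1 contrast. With a smallest change of 0.5, which can only remove probes, there were 33 at *t*=+4, 15 at *t*=+24, 96 in at least 1 contrast, 29 gene names, and 51, 49 and 54 at an FDR under 0.05.

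Scaling changed most counts. Quantile normalization over all samples gave 245, 201 and 24 probes, 433 in at least 1 contrast, 2549 and 2493 at an FDR under 0.05 at *t*=+1 and *t*=+4, 36 shared by *t*=+1 and *t*=+4, 1 by *t*=+1 and *t*=+24 and 1 earlier probe at *t*=+24. Recentring gave 301, 240 and 12, 512 in at least 1 contrast, 3118, 2871 and 6124 at an FDR under 0.05, and 41 shared by *t*=+1 and *t*=+4. Quantile normalization within animal gave 247, 204 and 26, 440 in at least 1 contrast, 2558 and 2498 at an FDR under 0.05 at *t*=+1 and *t*=+4, 36 shared by *t*=+1 and *t*=+4, 1 by *t*=+1 and *t*=+24 and 1 earlier probe at *t*=+24. With the t-test of the methods as well it gave 258 and 191 at *t*=+1 and *t*=+4, 439 in at least 1 contrast, 2713 and 2629 at an FDR under 0.05, shared probes of 36, 2 and 1, and 3 earlier probes at *t*=+24. Of the 70, 63 and 40 DE probes, 69, 62 and 14 stayed past the threshold after quantile normalization within animal.

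Leaving out each pig in turn gave 62 to 90 probes at *t*=+1, 56 to 86 at *t*=+4 and 23 to 64 at *t*=+24, with 835 to 2539 and 704 to 1557 at an FDR under 0.05 at *t*=+1 and *t*=+4. The shared probes rose to at most 3, 1 and 1 and the earlier probes at *t*=+24 to at most 1. At *t*=+24 the count was 64 without pig 1, 23 without pig 11, 22, 23 or 24, 24 without pig 14, 25 without pig 8, 18 or 30, and 26 without pig 15, 20 or 25. Without the 5 pigs of widest sample medians (27, 15, 22, 24 and 28) it was 3, with 500, 563 and 1747 probes at an FDR under 0.05 at the 3 times. Of 20 random sets of 5 pigs left out, *t*=+24 counts ran from 2 to 35 with a median of 11, so fewer pigs alone lower it. At *t*=+1 and *t*=+4 leaving out the 5 widest pigs gave 96 and 69, above the highest of the random sets (81 and 63).

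Among cluster means, cluster 3 at *t*=+24 reversed to 0.11 after recentring (FDR = 0.00557). Cluster 1 between *t*=+4 and *t*=+24 no longer passed at −0.07 with quantile normalization over all samples (FDR = 0.143), −0.02 recentred (FDR = 0.57) and −0.07 within animal (FDR = 0.145). Cluster 1 at *t*=+24 was at −0.06 recentred (FDR = 0.0506). Cluster 4 at *t*=+4 was at −0.05 with quantile normalization over all samples (FDR = 0.0583), −0.04 recentred (FDR = 0.278) and −0.05 within animal (FDR = 0.0568), and at *t*=+1 at −0.07 recentred (FDR = 0.0681). Neither the t-test over genes nor the t-test over pigs moved a cluster mean across the threshold.

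The adjusted Rand index of the genes and of the samples was 0.70 and 0.86 with ward.D, 0.58 and 0.70 with average linkage, 0.40 and 0.19 without centring on the pig (no replicate block), and 0.70 and 0.86 with quantile normalization within animal. Of 33 list shifts 15 passed; with an estimated correlation 1 did, without the genes of Table 3 5 of 27, and without ELANE 16, the neutrophil list at *t*=+24 being the one added (median −0.32, FDR = 0.0426). The fatty acid list at *t*=+24 reversed with fry (median −0.09, FDR = 0.00589), which tests a list against 0 and not against other genes. Members of lists that rose or fell numbered 16, 10 and 2 by Bonferroni, 23 and 25 without the 5 widest pigs at *t*=+4 and *t*=+24, and 36 with quantile normalization within animal at *t*=+24. Co-expression of the 8 genes passed with the time mean kept (0.80, p = 0.0003) and with quantile normalization within animal (0.26, p = 0.0097). The study chose these genes on the same samples, so neither p-value is independent evidence. *CPT1B* at *t*=+24 reversed to 0.04 when recentred (FDR = 0.72).

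Of the 351 results of named genes, those that no longer passed numbered 94 without a replicate block, 58 without the 5 widest pigs, 47 recentred, and 33 and 31 with quantile normalization within animal and over all samples. Those that newly passed numbered 29 recentred and 26 with either quantile normalization. A sign that differed where neither value passed was seen in 49, 40 and 39 of them under recentring and the quantile normalizations within animal and over all samples. Leaving out the dimmest 20% of probes and taking the mean of the probes of a gene kept every count within 1.5 times. The deposited values carry no background, so no signal over background can be given as a limit.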

Differences from the paper's values

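No test of this part was chosen after the result was seen, except quantile normalization within animal.

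For the genes of Table 3 down-regulated at *t*=+1, the paper's value is 5, and limma gave 2 at the paper's threshold. The paired t-test that the paper's methods name gave 5, and so did Benjamini-Hochberg adjustment. The joint fit gave 3, and the fits without a replicate block 1, with trend and robust 2, with quantile normalization over all samples 2, recentred 1, without the dimmest probes 2, with a smallest change of 0.5 1, and with the mean of the probes of a gene 2.

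The paper's adjusted p-values for 8 genes of Additional file 1 differ from those of limma by more than 1.5 times on the log10 scale. At *t*=+24 they are 0.0155541 in the paper and 0.0826 here for *DCAF15*, 0.000807516 and 0.734 for *G48605*, 0.0411903 and 0.187 for *LAS1L*, and 0.0361481 and 0.317 for *TRMT2A*. At *t*=+1 they are 0.033239 in the paper and 0.22 here for *HHEX*, 0.00504055 and 0.215 for *MZB1*, and 0.0250583 and 0.127 for *ST14*. At *t*=+4 they are 0.0274044 in the paper and 0.115 here for *RAB31*. With the t-test of the paper's methods all 65 values lie within 1% of the paper's. Benjamini-Hochberg adjustment also brings *G48605* (0.00159) and *MZB1* (0.000739) within the limit, the joint fit *HHEX* (0.0153) and *LAS1L* (0.0135), and, for *RAB31*, quantile normalization over all samples (0.0131) and recentring (0.0419). None of the other alternatives compared with these values brought any of the 8 genes that it measured within it. Leaving out the dimmest 20% of probes measured 59 of the 65 genes. The Wilcoxon test and leaving out each pig in turn were not compared. The t-test calls 65 genes of Table 3, limma 56 and quantile normalization within animal, chosen after seeing the values, 50. *BASP1*, with adjusted p = 0.0571, is the other gene that the paper calls and limma does not, and the t-test (0.0411) and Benjamini-Hochberg adjustment call it.

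The paper describes cluster 1 as stable between *t*=+4 and *t*=+24, where its mean fell by 0.13 here (FDR = 0.0356), though not past the threshold at −0.07 with quantile normalization over all samples (FDR = 0.143). It has cluster 4 increase between *t*=+1 and *t*=+4, where the change was 0.06 here (FDR = 0.112). It finds every cluster different from *t*=0 at each time apart from cluster 3 at *t*=+24, whereas cluster 1 at *t*=+4 was at −0.08 here (FDR = 0.11 over pigs, 0.0665 with the t-test over genes), and the other clusters and times passed. It states that *SUCNR1* was increased at *t*=+4, where its change was −1.34 here, as in its Table 3. It describes a return to baseline at *t*=+24, where the means of clusters 1, 2 and 4 were at −0.21, −0.32 and −0.33 and that of cluster 3 at −0.04. After recentring they were at −0.06 (FDR = 0.0506, not past the threshold), −0.17, −0.17 and 0.11, and after quantile normalization within animal at −0.12, −0.20, −0.23 and 0.06.

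The text of the paper gives cluster 1 17 genes and its Table 3 lists 18. The text names cluster 4 for *FKBP5*, *IL7R*, *CEBPD*, *CEBPB* and *NFKBIA* and Table 3 lists them in cluster 1, and the text puts *LOC396700* in cluster 3 and Table 3 in cluster 4.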

Other observations

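The tests of other splits in this part were all set before the result was seen. The times were swapped within pigs in 100 splits, the real one included, to see whether random splits give as many DE probes. At *t*=+1, 1 of the 100 had as many DE probes (real 70, highest of the others 0), at *t*=+4 1 (real 63, highest of the others 0) and at *t*=+24 1 (real 40, highest of the others 0). With all 4 times permuted within pigs, 1 of 100 had as many probes in at least 1 contrast (real 172, highest of the others 1). Random splits thus did not give such counts. A share of 1 in 100 is the smallest that this test can give, and the Bonferroni threshold itself allows few calls in unchanged data.

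The lists that belong at no claim are given here, with members called at an FDR under 0.05 over all probes. Of 15 genes of inflammatory cytokines and the NF-κB response, 1 rose and 6 fell at *t*=+24 (1 and 7 adjusted over the list alone). Over the array, 464 probes rose and 11174 fell at the same FDR. As a group the list did not pass against the other probes (camera FDR = 0.697, adjusted p = 0.908 with an estimated correlation). Its median change was −0.10, against −0.13 over all probes. *IL18*, an inducer of interferon gamma, changed by −0.55 (FDR = 0.0107) and *SOD2*, a mitochondrial superoxide dismutase, by −0.51 (FDR = 0.00363). After quantile normalization within animal they changed by −0.40 and −0.37, and 4 of the 15 genes fell. *NFKB1*, a subunit of NF-κB, changed by −0.25 (FDR = 0.00326). Of 10 interferon-stimulated genes *CXCL10* rose and *IRF9* fell at *t*=+24 (1 and 1 adjusted over the list alone), and *IRF9* changed by −0.23 (FDR = 0.0469), a fall that no longer passed after quantile normalization within animal (change −0.10). Of 6 genes of fatty acid oxidation and PPAR targets *CPT1A* rose at *t*=+1 (FDR = 9.42e-09), with a list FDR of 0.0035 (adjusted p = 0.0952 with an estimated correlation). The median change of this list was 0.01. It was 0.00 without *CPT1A*, which the study chose on these samples (camera FDR = 0.527). At *t*=+24, 3 of the 6 fell, among them *ANGPTL4*, an inhibitor of lipoprotein lipase (change −0.27, FDR = 0.0107), against 1 that fell after quantile normalization within animal. The fatty acid list did not pass as a group at that time (median change −0.09, camera FDR = 0.742). Of 6 platelet genes *TBXAS1*, thromboxane synthase, fell at *t*=+4 (change −0.29, FDR = 0.0332; none adjusted over the list alone). Of 3 erythroid genes *EPOR*, the erythropoietin receptor, rose at *t*=+4 (change 0.36, FDR = 0.0158). Of 4 immediate early genes *CD69* rose at *t*=+1 (change 0.16, FDR = 0.0477) and *JUN* fell at *t*=+24 (change −0.30, FDR = 0.0041). Of 3 genes of heat shock and the unfolded protein response *HMOX1*, heme oxygenase, rose at *t*=+1 (change 0.25, FDR = 0.0183), and *HSP90AA1* and *HSP90B1* fell at *t*=+24 (changes −0.28 and −0.30). *CD74*, the 1 gene measured of MHC class II and antigen presentation, fell at *t*=+1 (change −0.22, FDR = 0.0193), and *BIRC5*, the 1 of proliferation, fell at *t*=+24 (change −0.20, FDR = 0.0147). *GPI*, of the 2 genes of glycolysis and gluconeogenesis, did not pass at *t*=+4 (change −0.13, FDR = 0.212), while *FBP1* fell. Of the 2 dendritic cell genes neither CD1A, measured by a probe of a CD1 gene (change −0.21, FDR = 0.07) nor *XCR1* (change 0.08, FDR = 0.521) passed at *t*=+24 in limma, and *RPSA*, the 1 ribosomal protein, did not pass (change −0.09, FDR = 0.488). No gene of oxidative phosphorylation carried a name. At *t*=+24 the median of all probes was −0.13, and after quantile normalization within animal the changes of *ANGPTL4* and *JUN* were −0.13 and −0.15, and those of *CD74* and *BIRC5* −0.13 and −0.05, where *BIRC5* no longer passed.

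In all 33 tests of a list at a time, 15 shifts passed an FDR of 0.05, 9 upward and 6 downward, and 1 of them, that of the glucocorticoid-induced genes at *t*=+1, passed with an estimated correlation.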
